# Differentially expressed fusogens specify myocyte states to drive myogenesis

**DOI:** 10.1242/dev.204771

**Published:** 2025-09-30

**Authors:** Sarah Nahlé, Awais Javed, Loïck Joumier, Yacine Kherdjemil, Julie Sitolle, Konstantin Khetchoumian, Yash Parekh, Wojciech Krezel, Mohan Malleshaiah, Fabien Le Grand, Michel Cayouette, Jean-François Côté

**Keywords:** Myogenesis, Skeletal muscle, Myomaker, Myomixer, Myocyte, Differentiation dynamics, Mouse

## Abstract

During myogenesis, myocyte fusion leads to the formation of multinucleated muscle fibers, but how exactly this process is initiated remains poorly understood. Here, we performed single-cell RNA-sequencing on mouse somites from E9.5-E11.5 embryos, revealing multiple differentiation states during primary myogenesis. Among these, we identified two unexpected myocyte populations: one expressing both myomaker (*Mymk*) and myomixer (*Mymx*) (termed Mc1) and another expressing only *Mymk* (termed Mc2). Fluorescence *in situ* hybridization demonstrated that both populations are mononucleated and co-exist within the same somites, with only Mc1 persisting during secondary myogenesis. Lineage tracing using *Mymx:Cre; RosaTdT* mice demonstrated that the Mc2 cells arise from the Mc1. Mechanistically, we show that Mef2 and Rxr factors positively and negatively regulate *Mymx* expression, respectively. Additionally, RXRG interacts with MYOD1 and MYOG, modulating their transcriptional activity in luciferase assays. Collectively, our findings uncover two populations among the myocytes that drive primary and secondary fiber formation, challenging the traditional view of vertebrate muscle precursor homogeneity.

## INTRODUCTION

Skeletal muscle formation during embryogenesis, postnatal maintenance and regeneration after injury relies on muscle precursor cells in embryos, and muscle stem cells, known as satellite cells, in adults (Bentzinger et al., 2012). During each of these processes, precursors first commit to the muscle lineage and generate myoblasts that differentiate into elongated myocytes (Bentzinger et al., 2012). These myocytes then fuse to form multinucleated myotubes, which mature into myofibers, the primary component of skeletal muscle (Petrany and Millay, 2019). The mechanisms underlying myogenic differentiation are relatively well-studied and conserved across invertebrate and vertebrate species (Chal and Pourquié, 2017; Kim et al., 2015). The evolutionarily conserved basic helix-loop-helix (bHLH) family of transcription factors MYF5, MRF4 (also known as MYF6), MYOD1 and MYOG, collectively known as myogenic regulatory factors (MRFs), are sequentially expressed during myogenesis (Mok and Sweetman, 2011). MRFs activate muscle differentiation by binding to the E-box motifs present in the promoter of numerous muscle-specific genes, thereby regulating their expression (Hernández-Hernández et al., 2017). Although some aspects of vertebrate myogenesis have been well-described in the past decades, the early cellular events that initiate embryonic myogenesis remain poorly defined. The prevailing model suggests that muscle precursor cells initially express PAX3, then commit into myoblasts marked by MYF5 and MYOD1 expression, followed by further differentiation into MYOG-expressing myocytes, which ultimately fuse to form syncytial myotubes (Bentzinger et al., 2012). Notably, this model of myogenesis assumes a homogeneous pool of muscle progenitors.

In contrast, the mechanisms of *Drosophila* myogenesis, specifically the first fusion step, has been studied in far greater detail (Richardson et al., 2008; Tixier et al., 2010). During fly embryogenesis, two distinct myoblast populations have been identified: founder cells (FC) and fusion-competent myoblasts (FCM) (Bate, 1990). In the initial phase of myogenesis, neighboring FCMs are attracted to a single FC and fuse with it to form a multinucleated syncytium (Artero et al., 2001; Rau et al., 2001; Bour et al., 2000; Shelton et al., 2009). Following fusion, the nuclei of the fusing FCMs adopt the transcriptional identity of their respective FC (Ciglar et al., 2014; Bothe and Baylies, 2016). Each of the 30 FCs in a given hemi-segment dictates the transcriptional identity, position, orientation and size of the corresponding embryonic body wall muscles (Beckett and Baylies, 2007). The gene expression and functional diversity of *Drosophila* embryonic myoblasts are paralleled by a diversity in their cell surface proteomes. Notably, cell-cell fusion is a complex, multistep process requiring adhesion molecules on either side of the fusion synapse to establish close contact between membranes. The essential adhesion molecules Duf (Kirre) and Rst in the FC and Sns and Hbs in FCMs are well-characterized for their roles in engaging the actin cytoskeleton. These interactions facilitate cytoskeleton rearrangement, generating protrusive forces on one membrane and resistance forces on the other, ultimately leading to membrane mixing, fusion pore formation and complete cell fusion (Kim and Chen, 2019).

The vertebrate orthologues of the *Drosophila* adhesion proteins, Nephrin (Nphs1) and Neph1-3 (Kirrel1-3), do not appear to have a conserved evolutionary function in primary myogenesis. Instead, vertebrates have developed myogenic lineage-specific fusogenic proteins. The first identified was myomaker (MYMK), a seven transmembrane domain protein that dimerizes in the membrane (Millay et al., 2013; Long et al., 2023). Subsequently, myomixer (MYMX), a single-pass transmembrane microprotein, was discovered (Bi et al., 2017; Zhang et al., 2017; Quinn et al., 2017). Lipid membrane experiments demonstrated that MYMK and MYMX are involved in distinct steps during fusion, where MYMK is required first for membrane hemi-fusion and MYMX acts later to promote fusion pore formation (Leikina et al., 2018). Functional studies using depletion and overexpression approaches in myoblasts, as well as in fibroblasts and HEK293 cells, demonstrated that MYMK is required on both fusing cells, while MYMX is needed on only one (Bi et al., 2017; Millay et al., 2014; Quinn et al., 2017). This asymmetry parallels the fusion synapse observed in *Drosophila*. However, the physiological relevance of these cell culture findings *in vivo* remains to be fully elucidated.

Despite three decades of research into the cellular, functional, and transcriptional diversity in *Drosophila*, it remains unclear, and actively debated, whether vertebrates exhibit similar diversity and asymmetry in myocyte fusion (Powell and Wright, 2012; Petrany and Millay, 2019). For example, lineage tracing using *nlacZ*-Myf5^Cre^ or Myf6^Cre^ reporter mice identified both Myf5-dependent and Myf5-independent putative muscle precursor populations (Haldar et al., 2008; Kablar et al., 2003). Another group also suggested the existence of two myogenic lineages by studying the Myf5-mediated regulation of *Myog* expression (Yee and Rigby, 1993). Additionally, the presence of Pax7^+^/Myf5^+^ and Pax7^+^ lineages has been proposed in both mouse and chick models (Picard and Marcelle, 2013). Collectively, these studies highlight a considerable interest in this subject, but also suggest that our understanding of the diversity of muscle progenitors in vertebrates remains partial. Previous investigations have primarily focused on a limited set of known myogenic genes. A comprehensive, transcriptome-wide analysis of muscle precursor identity is essential to fully elucidate the early events governing vertebrate myogenesis.

In this study, we used an unbiased single-cell RNA-sequencing (scRNA-seq) approach to re-examine the longstanding question of muscle progenitor diversity with unprecedented resolution. We identified a heterogenous population of early muscle progenitors at embryonic day (E) 9.5 differentially expressing *Ifitm1* and *Myf5* and revealed that IFITM1 functions to restrict fusion of unmatured cells. In matured progenitors, we identified two distinct myocyte states: Myocyte 1 (Mc1), expressing both *Mymk* and *Mymx*, and Myocyte 2 (Mc2), expressing only *Mymk*. The co-existence of Mc1 and Mc2 cells within the same somites was confirmed before primary myogenesis, whereas only the Mc1 were maintained during the secondary myogenesis. Additionally, cell lineage tracing analysis revealed that the Mc2 were the progeny of the Mc1. Mechanistically, we investigated the regulation of *Mymx* expression in these populations, we found that MEF2A acts as an activator, whereas RXRG functions as a repressor, likely through interactions with MYOD1 and MYOG. Collectively, these findings reveal previously unrecognized myocyte subpopulations and regulatory mechanisms during embryonic myogenesis, challenging the traditional view of muscle progenitor homogeneity.

## RESULTS

### Single-cell transcriptomic atlas of muscle progenitors in E9.5 and E11.5 mouse embryos

To investigate the longstanding question of cellular diversity within embryonic muscle progenitors in vertebrates, we dissected inter-limb somites from E9.5 and E11.5 mouse embryos, corresponding to stages of muscle lineage commitment and the pre-fusion phase, respectively (Fig. 1A). Dissociated somite cells were subjected to scRNA-seq, generating transcriptomic datasets of 10,000 cells per condition, with an average of 30,000 reads and 3500 detected genes per cell. 

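Cells of inter-limb somites from 3 pooled embryos were captured at each stage in droplets, and every transcript received a unique molecular identifier (UMI), a random tag that lets PCR copies of one molecule be counted once. The authors deposited the UMI counts per gene and barcode that Cell Ranger 3.0.1 made for the barcodes it called cells, without normalization and before their own filters on cells. The E9.5 library held 10121 barcodes and 149368952 UMIs, with a median of 12475 UMIs and a mean of 3563 genes per barcode. The E11.5 library held 10167 barcodes and 136655763 UMIs, with a median of 12259 UMIs and a mean of 3493 genes. The paper gives its depth in reads, and all values here use UMIs. With the paper's filters (genes found in at least 3 cells, at least 200 and fewer than 6500 genes per cell, under 15% mitochondrial UMIs), 9851 E9.5 cells and 9595 E11.5 cells were kept. They were normalized to 10000 UMIs per cell, clustered in Seurat 5.3.0 on 2000 variable genes per library with 18 dimensions at resolution 0.4, and integrated over 30 dimensions. The 50 gene symbols taken from the paper were left out of the clustering features and out of the naming of clusters, so that none of them defined a cluster. A name such as myocyte-like rests on other marker genes. For the muscle subsets, these were further markers from the paper's own marker list and figure labels, found in these same cells. The names are therefore not independent of the paper. Doublets were limited only by the cap on genes per cell; Scrublet, used in an alternative, called 6.75% of the E9.5 barcodes and 4.00% of the E11.5 barcodes. There was 1 library per stage, so no difference between stages or clusters could be tested across replicate libraries. UMIs of a gene were summed over a class of cells and are given per 1000000 UMIs of that class (UPM). Intervals are exact 95% intervals (Poisson for UMIs, Clopper-Pearson for shares of cells) that cover counting error only.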

Datasets from the E9.5 and E11.5 embryos were integrated using R-Seurat and clustered based on differentially expressed genes, and cell clusters were manually annotated using publicly available databases (Fig. 1B). Muscle progenitor clusters were identified by their expression of early muscle progenitor (myoblasts) markers, such as *Pax3*, *Pax7* and *Myf5*, and late muscle progenitor (myocytes) markers, including *Myod1*, *Myog* and *Myh3* (Fig. 1C). 

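In the integrated data, 1 cluster of 2647 cells was led by progenitor genes such as Dmrt2 and Itm2a, and 1 cluster of 310 cells by sarcomere genes such as Mylpf, Actc1 and Myl1. At E11.5, Pax3 stood at 95.8 (95% interval 91.8 to 100.0) UPM in the myoblast-like cluster and 11.3 (95% interval 8.46 to 14.7) in the myocyte-like cluster. For Pax7 the levels were 52.5 and 3.34 UPM, and for Myf5 114.7 and 53.2. The order was the opposite for Myod1, with 198 UPM in the myoblast-like and 855 in the myocyte-like cells, for Myog (404 and 3249.6) and for Myh3 (7.93 and 1966). Pax3 also marks the neural tube, and the neural tube-like cells of E11.5 held 208 (95% interval 186 to 231) UPM, above the myoblast-like cells of that stage. At E9.5 the level was 81.7 UPM in neural tube-like and 227 in myoblast-like cells. In endothelial-like cells it was 7.53 at E11.5 and 16.4 at E9.5. When the muscle clusters were chosen by the 6 genes of Fig. 1C in place of other markers, the levels in the myoblast-like and myocyte-like clusters did not change.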

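Of the 1369 muscle cells that the E9.5 library contributed to the integrated data, 12 (0.877%, 95% interval 0.454% to 1.53%) lay in the myocyte-like cluster and 1357 in the myoblast-like cluster. The E11.5 library contributed 1588 muscle cells, of which 298 (18.8%, 16.9% to 20.8%) were myocyte-like and 1290 myoblast-like. The intervals lie apart by more than counting error, and a single pool of embryos stands behind each share. The share of myocyte-like cells depended most on the removal of Scrublet calls, under which the myoblast-like cluster split, its mostly E11.5 part also took the myocyte-like name, and the E11.5 share became 92.3%.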

Myoblast populations were predominant in E9.5 embryos, whereas myocytes were more abundant at E11.5 (Fig. 1D). We identified a continuum of muscle progenitor populations, including Myoblast 1 and 2 and Myocyte 1 and 2, which align with the pseudotime analysis. This analysis revealed a potential transcriptional trajectory from Myoblast 1 to Myoblast 2, further following to Myocyte 1 and ultimately Myocyte 2 (Fig. 1C,E).

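At resolution 0.4 the myoblast-like cells formed 1 integrated cluster, and at resolution 0.8 they formed 2. One of these held 1660 cells, 86.5% of them from E9.5, with a Pax3 level of 194 UPM and a Myog level of 2.66 UPM. The other held 1110 cells, 93.6% of them from E11.5, with levels of 114 UPM for Pax3 and 124 UPM for Myog. In the 458 myocyte-like cells of that clustering, which stayed in 1 cluster, Pax3 fell to 15.9 and Myog reached 2868 UPM. Each myoblast-like cluster came mostly from 1 library, so they were also compared within the libraries, after the pooled levels were seen. Myog was higher in the second cluster within each, with 2.24 and 122 UPM in the first and second at E9.5 and 6.02 and 124 at E11.5. Pax3 was not lower there, with 212 (95% interval 206 to 218) and 225 (95% interval 196 to 256) UPM at E9.5 and 45.8 (95% interval 38.5 to 54.2) and 108 (95% interval 103 to 113) at E11.5, so its lower pooled level in the second cluster follows from the mix of libraries. The first cluster held 224 E11.5 cells and the second 71 E9.5 cells. Pseudotime was not recomputed. The paper describes these populations as a continuum and states that its pseudotime fits with it.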

**Fig. 1.**
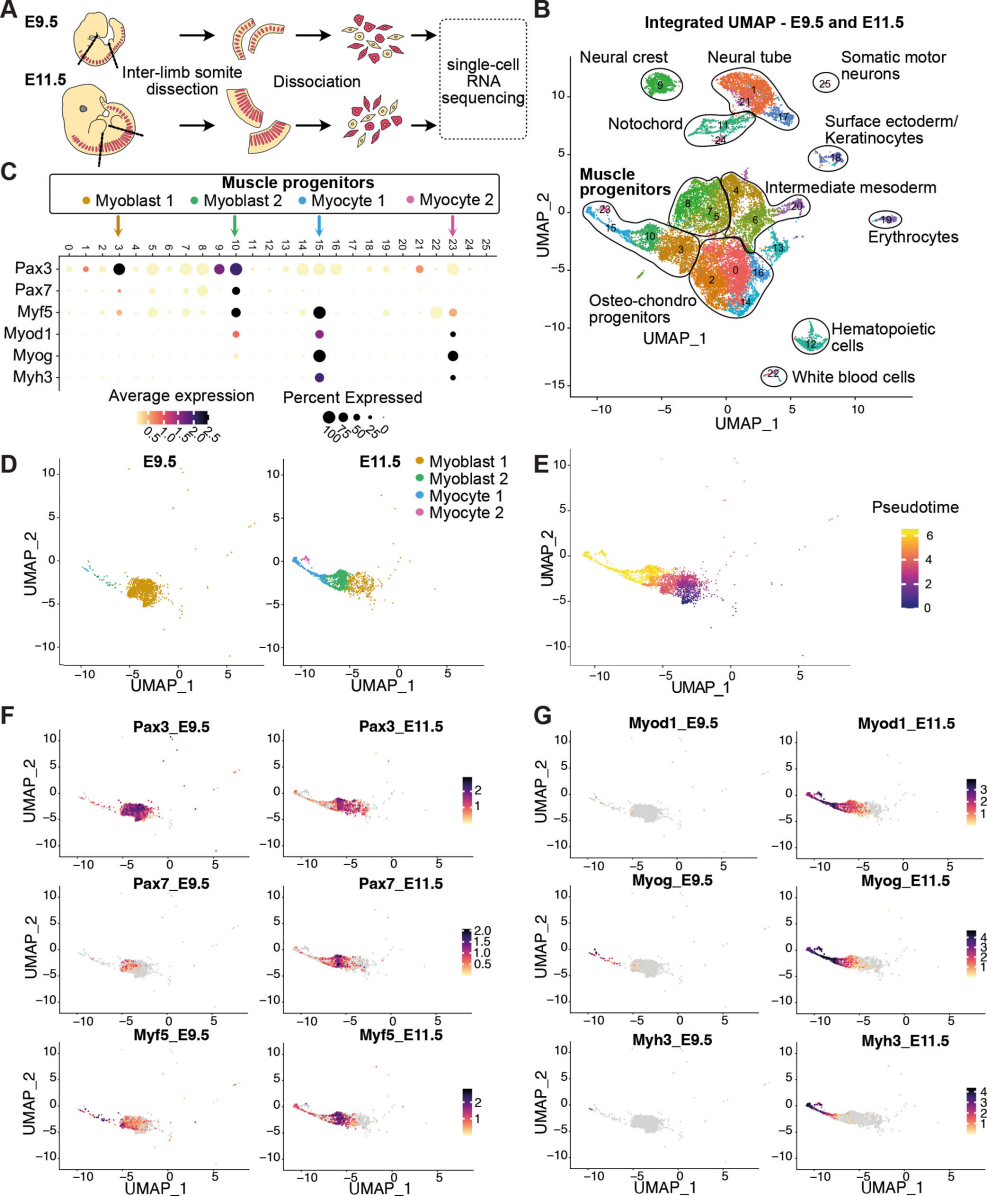
**Single-cell transcriptomic atlas of muscle progenitors in E9.5 and E11.5 mouse embryos.** (A) Inter-limb somites from E9.5 and E11.5 mouse embryos were dissected, dissociated and processed for scRNA-seq. (B) Integrated UMAP of E9.5 and E11.5 datasets showing all the somites identified. The central clusters contain cells found within the somites. (C) Dotplot showing the early and late muscle progenitors marker expression in the identified clusters. (D) Split UMAP showing the muscle progenitor subset in E9.5 and E11.5 mouse embryos. The Myoblast 1 cluster is enriched in E9.5 whereas Myoblast 2 and the myocytes are enriched in E11.5. (E) Pseudotime analysis of the muscle progenitor subset using Monocle3. The predicted differentiation order correlates with the differentiation state of muscle progenitor cells (F,G) Split feature plots showing the expression of early (F) and late (G) muscle markers in the muscle progenitor clusters.

The expression of muscle progenitor markers is dynamic during these developmental stages (Mok and Sweetman, 2011). Our analysis revealed that *Pax3*-expressing myoblasts remained relatively stable, constituting ∼76% of the population at E9.5 and 60% at E11.5. In contrast, *Pax7*-expressing myoblasts showed a significant increase, rising from 8.7% at E9.5 to 43.5% at E11.5 (Fig. 1F; Table S1). Additionally, the percentage of *Myf5*-expressing cells remained relatively stable. 

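Pax3 (ENSMUSG00000004872; chromosome 1, 78101267 to 78197134 in GRCm38) had at least 1 UMI in 1170 of 1357 integrated myoblast-like cells at E9.5, or 86.2% (95% interval 84.3% to 88.0%). At E11.5 it was found in 664 of 1290 cells, or 51.5% (48.7% to 54.2%). Median depths were 14677 and 15351.5 UMIs per cell. With each cell thinned to 5000 UMIs, which left out 15 and 32 shallower cells, the shares were 59.5% and 31.0%. The background was taken from integrated endothelial-like cells, a class that also holds white blood cells, where 8.29% of 410 cells at E9.5 (median 13464.5 UMIs) and 2.82% of 213 cells at E11.5 (median 10978 UMIs) had a Pax3 UMI. The change between stages was -34.7 percentage points (95% interval -38.0 to -31.4, Clopper-Pearson limits combined by Newcombe's rule). It was -24.1 points when the myoblast-like cells were taken from each library's own clustering. As a mean over 2 clusters at resolution 0.8, added after the values were seen, it was -45.6 points. The paper's reported values, means over 2 myoblast populations, are 76.1% and 59.9% (Table S1).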

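For Pax7 (ENSMUSG00000028736; chromosome 4, 139737062 to 139833528), 108 myoblast-like cells at E9.5 (7.96%, 95% interval 6.57% to 9.53%) and 565 at E11.5 (43.8%, 41.1% to 46.6%) had a UMI. Background shares in endothelial-like cells were 0.732% and 0.469%. At equal depth the shares were 2.61% and 20.6%, a rise of 18.0 percentage points against 35.8 points without thinning. The rise was smallest, at 13.7 points, after removal of Scrublet calls, under which many E11.5 myoblasts carried the myocyte-like name.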

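Myf5 (ENSMUSG00000000435; chromosome 10, 107482908 to 107486134) was detected in 397 myoblast-like cells at E9.5, a share of 29.3% (95% interval 26.8% to 31.8%), and in 587 at E11.5, a share of 45.5% (42.8% to 48.3%). Of the endothelial-like cells, 2.20% and 0.469% had a Myf5 UMI. Thinned to the same depth, 11.9% of the E9.5 and 30.3% of the E11.5 myoblast-like cells kept one. The difference of 16.2 percentage points became 0.0950 points without Scrublet calls and 35.6 points in each library's own clusters. The mean of the shares in the 2 myoblast-like clusters at resolution 0.8 was a statistic added after the values were seen. It was 36.1% (95% interval 30.0% to 42.3%) at E9.5 and 31.4% (28.9% to 34.4%) at E11.5. This change of -4.62 points was within counting error of no change, so whether the share rose depends on how the populations are weighted.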

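Summed over all integrated muscle cells of a stage, Myod1 counted 10 UMIs at E9.5 and 8433 at E11.5, or 0.429 and 315 UPM, a log2 ratio of 9.52 (95% interval 8.64 to 10.58). The log2 ratio between the stages was 5.33 (95% interval 5.21 to 5.46) for Myog and 6.80 (95% interval 6.48 to 7.15) for Myh3. At E9.5 the 12 myocyte-like cells held 245 of the 529 Myog UMIs and 74 of the 75 Myh3 UMIs. The mean over cells of each cell's UMIs per 10000 plus 1, the scale of Seurat's average log2 fold change, compresses genes with few UMIs and moved these ratios most, for Myod1 to 2.05.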

Markers of late muscle progenitors, such as *Myod1*, *Myog* and *Myh3*, were mostly expressed at E11.5 (Fig. 1G), indicating the transition to more differentiated muscle cell states. These results demonstrate that we have generated high-quality datasets, providing a valuable resource to investigate the diversity of muscle cell populations during primary myogenesis.

### Transcriptional profiling of E9.5 muscle progenitors identifies four distinct subpopulations

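The E9.5 library's own clustering gave 1551 muscle cells, 15.7% of the cells kept. They were clustered again with 15 dimensions at resolution 0.4, without regression of the cell cycle, into 5 clusters. These were 557 cycling myoblast 1-like cells (median 12882 UMIs), 393 cycling myoblast 2-like cells (18948 UMIs), 237 myoblast-like cells (14595 UMIs) and 133 muscle precursor-like cells (12498 UMIs). The fifth, of 231 cells with a median of 20718 UMIs, was led by the neural tube genes Sox2, Hes5 and Pax6 and was left unnamed. Of the 10 leading genes of the cycling myoblast 1-like cluster, 1 (Ung) was in the S phase list that named it and 1 (Kdr) in the endothelial list, so this name is weak. At resolution 0.8, 168 of its cells fell into a cluster that was left unnamed by the same rule. Scrublet called 64.9% of the cells of the unnamed cluster doublets, against 1.50% to 3.56% in the others. Pax3 had 207 (95% interval 186 to 229) UPM in the muscle precursor-like cluster, 232 and 263 in cycling myoblasts 1 and 2, 189 in the myoblast-like cluster and 112 in the unnamed one. Its log2 ratio between muscle precursor-like and myoblast-like cells, 0.13 (95% interval -0.05 to 0.31), was within counting error of 0. Endothelial-like cells of the library (median 14502 UMIs) held 16.6 UPM.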

To investigate the diversity among myoblast populations, E9.5 muscle progenitors were extracted and subclustered (Fig. 2A), resulting in the identification of four distinct subclusters, all of which expressed *Pax3* (Fig. 2B). One subcluster was characterized by the expression of developmental genes such as *Hoxa9*, *Dll3*, *Notch1* and *Lef1*, but lacked *Myf5* expression. This subcluster was therefore designated as the muscle precursor population (Fig. 2C,D). 

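Over the 133 muscle precursor-like cells, Hoxa9 had 133 (95% interval 117 to 151) UPM, against 2.67 in myoblast-like cells, a log2 ratio of 5.64 (95% interval 4.78 to 6.66). The same ratio was 4.81 (95% interval 4.07 to 5.65) for Dll3, 3.05 (95% interval 2.79 to 3.32) for Notch1 and 2.47 (95% interval 2.26 to 2.68) for Lef1. Only 3 Myf5 UMIs were counted in the muscle precursor-like cells and 500 in the myoblast-like cells, a log2 ratio of -6.19 (95% interval -8.48 to -4.64). A Myf5 UMI was found in 2.26% of the muscle precursor-like cells, a share within the counting error of the 2.44% in endothelial-like cells. The sign of each ratio held under every alternative that gave a value, and the mean of each cell's UMIs per 10000 plus 1 lowered the Hoxa9 ratio most, to 1.24. With cells thinned to 5000 UMIs, no Myf5 UMI was left in the muscle precursor-like cluster.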

The remaining subclusters included two proliferative myoblast populations, termed Cycling myoblasts 1 (S phase) and 2 (M phase), distinguished by the expression of proliferation markers. 

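Between the E9.5 cycling clusters, the log2 ratio of cycling myoblast 2-like over cycling myoblast 1-like cells was -0.36 (95% interval -0.47 to -0.25) for Mcm3 and -0.87 (95% interval -1.11 to -0.64) for Cdc6. It was 0.44 (95% interval 0.36 to 0.52) for Cdk1, 0.80 (95% interval 0.63 to 0.97) for Aurka and 0.99 (95% interval 0.86 to 1.13) for Mki67. None of these genes was confined to a cluster. Mcm3 had 186 UPM in cycling myoblasts 1, 145 in cycling myoblasts 2, 138 in myoblast-like and 169 in muscle precursor-like cells. Mki67 had 84.7, 169, 118 and 131 UPM in the same order. With Scrublet calls removed, the Cdk1 ratio was 0.73, the largest move among its alternatives. At resolution 0.8, where part of the cycling myoblast 1-like cells lost that name, 1 cluster under each cycling name had 0 genes of its list among its 10 leading genes and the other 1, so these names are weak. The ratio was then -0.33 for Mcm3 and -1.05 for Cdc6.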

Cycling myoblasts 1 expressed markers such as *Mcm3* and *Cdc6*, while Cycling myoblast 2 expressed markers like *Cdk1*, *Aurka* and *Mki67* (Fig. 2C). 

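Wnt6 had 333 UMIs in the 237 myoblast-like cells of the E9.5 subset, 80.8 (95% interval 72.4 to 90.0) UPM, and 2.50, 2.32 and 1.11 UPM in cycling myoblasts 1, cycling myoblasts 2 and muscle precursor-like cells. A Wnt6 UMI was found in 61.2% of the myoblast-like cells and in 0.271% of endothelial-like cells. Myf5 stood at 121 (95% interval 111 to 132) UPM in myoblast-like cells, 18.4 (95% interval 15.5 to 21.7) in cycling myoblasts 1 and 25.3 (95% interval 22.0 to 28.9) in cycling myoblasts 2. Its share of cells with a UMI was 64.1%, 19.2% and 31.8%, and after thinning 36%, 7.65% and 9.41%, with 12, 8 and 0 cells left out.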

The final subcluster, identified as the myoblast population, expressed both developmental and myogenic genes, including *Wnt6* and *Myf5* (Fig. 2B,C). 

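Among the 20 nearest neighbours of each cell in the principal component space of the E9.5 subset, 11.9% of those of muscle precursor-like cells belonged to another cluster. Of these, 61.7% were cycling myoblasts 2, 36.1% cycling myoblasts 1 and 2.22% myoblast-like cells. Myoblast-like cells had 25.0% of their neighbours in other clusters, 60.1% of them in cycling myoblasts 1 and 0.337% in the muscle precursor-like cluster. Over all E9.5 muscle cells, the 1118 without a Myf5 UMI held 15.3 UPM of Dll3 and 58.3 UPM of Notch1. The 254 cells with 1 Myf5 UMI held 4.38 and 27.8. In the 57 cells with 4 or more, the levels were 5.82 (95% interval 2.51 to 11.5) and 38.5 (28.9 to 50.4), so no further decrease was seen among cells with Myf5. Cells with more Myf5 UMIs were also deeper, with medians of 14262.5 UMIs without Myf5 and 23442 with 4 or more.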

Consistent with previous findings, we observed a continuum of cell states transitioning from muscle precursors expressing Notch pathway components to committed myoblasts expressing *Myf5* (Bjornson et al., 2012; Delfini et al., 2000; Esteves de Lima et al., 2016; Mourikis et al., 2012).

**Fig. 2.**
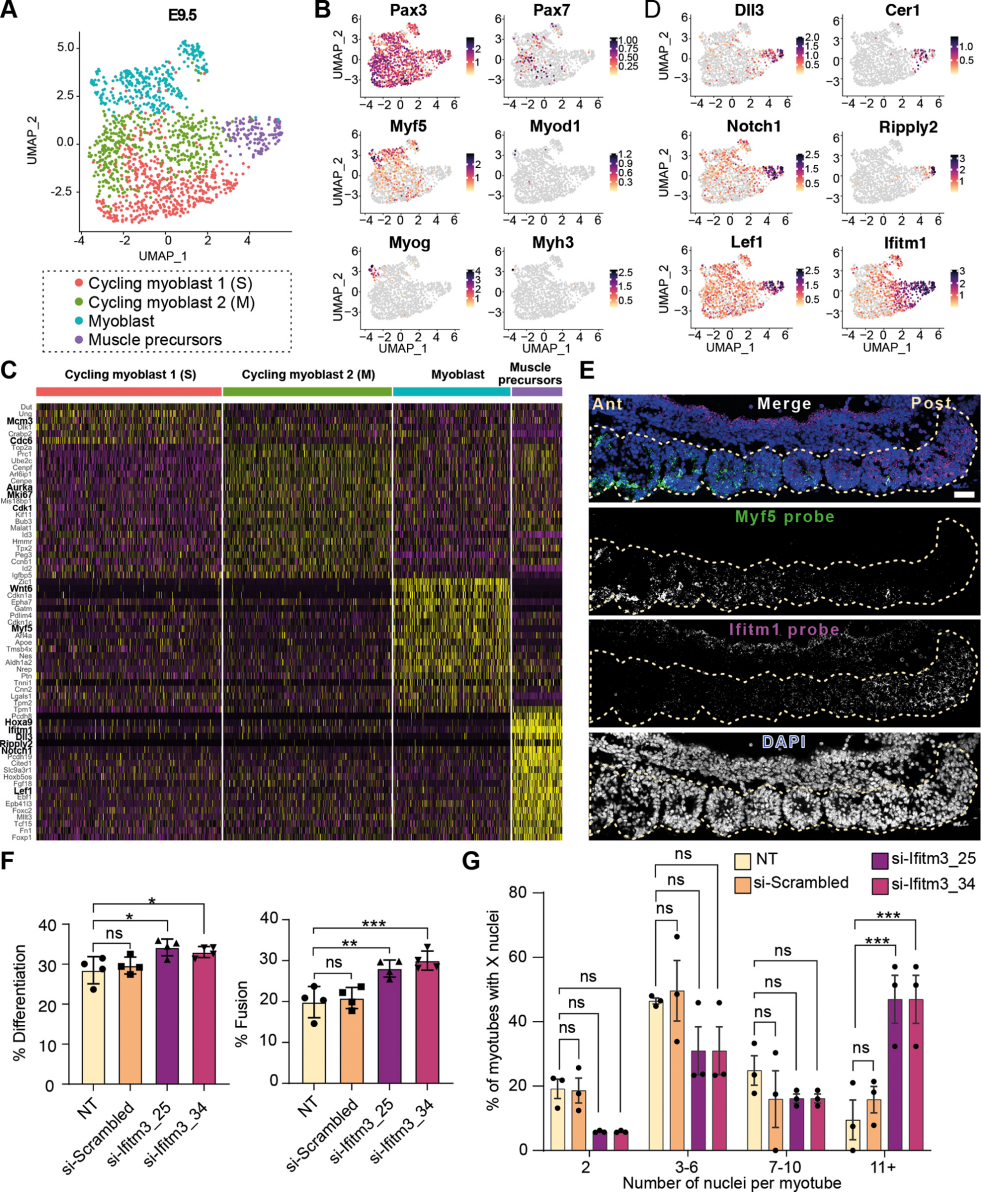
**Transcriptional profiling of E9.5 reveals that muscle progenitors transiently express the fusion inhibitor Ifitm1 to restrict fusion.** (A) UMAP showing the sub-clustering of the muscle progenitor subset in E9.5 mouse embryos. (B) Feature plots showing the expression of established muscle progenitor markers. (C) Heat maps showing the top differentially expressed genes of each subpopulation. The yellow and magenta colors represent a high and low expression, respectively. (D) Feature plots showing the expression of novel markers of the muscle precursor population. (E) Fluorescence *in situ* hybridization against Ifitm1 (magenta) and Myf5 (green) RNA in E9.5 embryo sections. The shown section contains a sequence of somites from a representative example of *n*=3 embryos. Dashed line indicates the somites spanning the length of the embryo section. Scale bar: 40 µm. (F) Bar graph showing the percentage of differentiation (nuclei in MHC^+^ cells/total DAPI stained cells) and fusion (MHC^+^ cells with at least two nuclei/total DAPI stained cells) following the knockdown of *Ifitm3* in C2C12 using siRNA. (G) Quantification of percentage of nucleation in differentiated C2C12. Each data point represents an independent experiment (*n*=4). Two-tailed unpaired *t*-test was performed between the control and the treated condition. Error bar represents the s.d. ns, non-significant. *P<0.05, **P<0.01, ***P<0.001.

Interestingly, *Ripply2* and *Cer1* were uniquely expressed in a mutually exclusive manner in the muscle precursor population (Fig. 2C,D). 

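Ripply2 (ENSMUSG00000047897; chromosome 9, 87015537 to 87019917) had 424 UMIs in 45 of the 133 muscle precursor-like cells (33.8%, 95% interval 25.9% to 42.5%). Cer1 (ENSMUSG00000038192; chromosome 4, 82881751 to 82885148) had 76 UMIs, also in 45 cells. In the other named E9.5 muscle clusters, 0.359% to 1.78% of cells had a Ripply2 UMI and 0.422% to 1.02% a Cer1 UMI, against 0.431% and 0.108% in neural tube-like cells (median 11761 UMIs). Both genes were found together in 16 cells, against 15.2 cells if the genes were independent, a ratio of 1.05 (95% interval 0.601 to 1.71). Thinned to 5000 UMIs, 3 cells held both against 5.33 (ratio 0.562, 0.116 to 1.64). Counting a gene from 2 UMIs, 5 cells held both against 4.33 (ratio 1.15, 0.375 to 2.69). All of these intervals include 1, so no association between the genes was detectable, and cells with both were found under each of these counts. Doublets of a pair of muscle precursor cells were not tested as a source of such cells.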

Ripply2 plays a crucial role in somitogenesis, while Cer1, a secreted ligand of the TGFβ superfamily, functions as a bone morphogenic protein antagonist (Chi et al., 2011; Chan et al., 2007). Additionally, expression of components of the Notch signaling pathway, including *Notch1*, *Dll3* and *Lef1*, were significantly enriched in the muscle precursor population (Fig. 2D). 

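Beside the myoblast-like cells, the cycling clusters also held fewer of these UMIs. Notch1 had 306 (95% interval 281 to 332) UPM in muscle precursor-like cells, 15.3 (95% interval 12.6 to 18.3) in cycling myoblasts 1 and 27.1 (95% interval 23.8 to 30.8) in cycling myoblasts 2. Dll3 had 109, 4.73 and 5.22, and Lef1 361, 45.2 and 61.6 UPM in the same order. Thinned to 5000 UMIs, 60.6% of muscle precursor-like cells had a Notch1 UMI, 37.9% a Dll3 UMI and 67.4% a Lef1 UMI, with 1 cell left out. Outside the muscle clusters, Notch1 reached 98.5 UPM in endothelial-like cells.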

The ligand Dlk1 was exclusively expressed in the myoblast populations, but not the muscle progenitor population. Conversely, all three Notch receptors (*Notch1*, *2* and *3*) were almost exclusively expressed in the muscle precursor population (Fig. S1A). 

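Dlk1 (ENSMUSG00000040856; chromosome 12, 109452823 to 109463336) had 196 (95% interval 187 to 207) UPM in cycling myoblasts 1, 166 (95% interval 158 to 175) in cycling myoblasts 2 and 78.6 (95% interval 70.3 to 87.7) in the myoblast-like cluster. The muscle precursor-like cells held 52 Dlk1 UMIs, 28.8 (95% interval 21.5 to 37.7) UPM, a log2 ratio of -1.45 (95% interval -1.90 to -1.03) to the myoblast-like cells. Thinned to 5000 UMIs, 9.09% of muscle precursor-like and 12.0% of endothelial-like cells kept a Dlk1 UMI. Neural tube-like cells of the integrated data gave a lower background. They held 10.8 (95% interval 9.53 to 12.2) UPM of Dlk1, and 4.60% of them kept a UMI after thinning.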

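For Notch2, the muscle precursor-like cells held 117 (95% interval 102 to 134) UPM, the myoblast-like cells 50.5 (95% interval 43.9 to 57.8), cycling myoblasts 1 25.0 and cycling myoblasts 2 32.2. The log2 ratio of muscle precursor-like over myoblast-like cells was 1.22 (95% interval 0.93 to 1.50). Notch3 had 42 UMIs in the muscle precursor-like cells, 23.2 (95% interval 16.7 to 31.4) UPM, against 11.4 (95% interval 8.38 to 15.2) in myoblast-like cells, 12.9 in cycling myoblasts 1 and 14.7 in cycling myoblasts 2, and its ratio was 1.03 (95% interval 0.39 to 1.66). For Notch1, the myoblast-like cells held 36.9 (95% interval 31.3 to 43.2) UPM.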

Given that the Notch signaling pathway is known to regulate stem cell maintenance and lateral inhibition to generate distinct cell types, we used CellChat to explore potential population interactions based on ligand-receptor expression (Fig. S1B,C) (Jin et al., 2021). Our analysis revealed significant trans Notch signaling between the cycling myoblast populations (Cycling myoblasts 1 and 2) and the committed myoblast population on one side, and the muscle progenitors on the other (Fig. S1B). In addition, cis Notch signaling was observed within the muscle progenitor population itself. Notably, the most prominent ligand-receptor pairs included Dlk1-Notch2, Dlk1-Notch1 and Dll3-Notch2 (Fig. S1C). 

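CellChat was not rerun; the levels of the ligands and receptors it was given can be read from the counts. A Dlk1 UMI was found in 70.9% of cycling myoblasts 1, 78.6% of cycling myoblasts 2, 54.9% of myoblast-like cells and 22.6% of muscle precursor-like cells. In endothelial-like cells, at a median of 14502 UMIs, the share was 22.0%, and in neural tube-like cells of the integrated data it was 10.1%. A Dll3 UMI was found in 62.4% of muscle precursor-like cells and in at most 9.67% of the cells of another named cluster, with 2.71% in endothelial-like cells. The receptor Notch2 was detected in 66.2% of muscle precursor-like and 47.7% of myoblast-like cells, and Notch1 in 84.2% and 37.1%.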

The roles of these highlighted genes, particularly the newly identified Notch interactions, in regulating primary myogenesis remain largely unexplored, presenting a promising area for future research.

### Muscle precursors transiently express the fusion inhibitor Ifitm1 to restrict fusion

The gene coding for the interferon-induced transmembrane protein IFITM1 was notably highly expressed in the muscle precursor population, and its expression gradually decreased as *Myf5* expression increased (Fig. 2D). 

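Ifitm1 (ENSMUSG00000025491; chromosome 7, 140967221 to 140969825) had 1658 UMIs in the muscle precursor-like cells, 917 (95% interval 873 to 962) UPM, and at least 1 UMI in each of the 133 cells. It had 117 UPM in cycling myoblasts 2, 75.2 in cycling myoblasts 1 and 51.2 (95% interval 44.5 to 58.6) in myoblast-like cells, where its level was near the 45.7 of neural tube-like cells. The log2 ratio of muscle precursor-like over myoblast-like cells was 4.16 (95% interval 3.95 to 4.38). Grouped by their own Myf5 UMIs, the 1118 muscle cells without Myf5 held 178 UPM of Ifitm1 (172 to 184) and the 254 cells with 1 Myf5 UMI 96.2 (87.6 to 105). The 122 cells with 2 to 3 Myf5 UMIs held 60.6 (51.5 to 70.8) and the 57 cells with 4 or more 37.8 (28.2 to 49.6). The neighbouring paralogs on chromosome 7 differed less between muscle precursor-like and myoblast-like cells, with log2 ratios of 0.48 (95% interval 0.32 to 0.65) for Ifitm2 and 0.85 (95% interval -0.23 to 1.90) for Ifitm3. How the counting treated reads shared between these paralogs is not recorded. From the inverse expression of Ifitm1 and Myf5 in these data and in tissue sections, the paper concludes that a continuum links muscle progenitors to myoblasts.

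**Figure D1:**
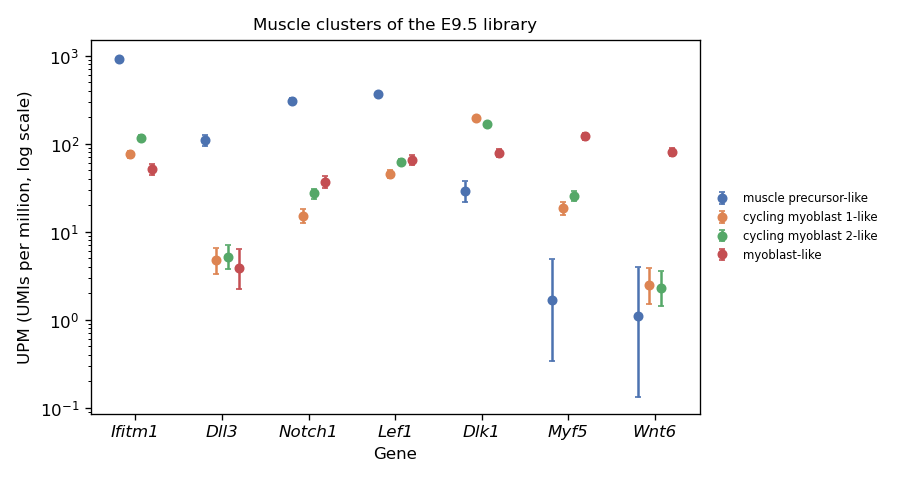
UPM on a log axis for 7 genes in the 4 named muscle clusters of the E9.5 library; points are sums over all cells of a cluster and bars are exact 95% Poisson intervals for counting error. The muscle precursor-like point of Ifitm1 lies at 917 and its myoblast-like point at 51.2, while Myf5 runs from 1.66 in muscle precursor-like to 121 in myoblast-like cells.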

To localize *Ifitm1-* and *Myf5-*expressing cells within E9.5 somites, we performed fluorescence *in situ* hybridization. Longitudinal sections of E9.5 embryos allowed us to construct a developmental timeline, as anterior somites segregate and differentiate earlier than posterior ones. Our analysis revealed low *Ifitm1* expression in the anterior somites, with progressively higher expression in the posterior somites. In contrast, *Myf5* exhibited the opposite pattern, with high expression in anterior somites and a gradual decline posteriorly (Fig. 2E; quantified in Fig. S2A). These observations corroborate the scRNA-seq data and provide additional spatial resolution for *Ifitm1* and *Myf5* expression.

Given that IFITM proteins are known to inhibit fusion in various contexts, including trophoblasts fusion and virus fusion for entry in host cell (Zani et al., 2019; Degrelle et al., 2023; Gómez-Herranz et al., 2023), we hypothesized that *Ifitm1* downregulation, coinciding with *Myf5* expression, might act as a mechanism to regulate the timing of myoblast fusion. In adult satellite cells, we found low expression levels of *Ifitm2* and high levels of *Ifitm3* upon activation in injured muscles, with these levels decreasing as differentiation progressed (Fig. S2B) (McKellar et al., 2021). However, *Ifitm1* levels were undetectable in adult muscle (de Micheli et al., 2020). The expression of IFITM3 protein was confirmed in a C2C12 myoblast cell line 24 h after induction of differentiation (Fig. S2C). To test our hypothesis, we depleted *Ifitm3* in C2C12 using two different small interfering RNAs (siRNA) and quantified differentiation and fusion (Fig. 2F,G and Fig. S2D,E). Knockdown of *Ifitm3* slightly increased the percentage of differentiated myoblasts and significantly enhanced fusion. Notably, the proportion of myotubes containing at least 11 nuclei was markedly increased (3-fold) in *Ifitm3*-depleted conditions, compared to controls, confirming the role of IFITM proteins in myoblast fusion (Fig. 2F,G). Collectively, these results identify a new continuum between muscle progenitors and myoblasts, characterized by an inverse expression of *Myf5* and *Ifitm1*. This dynamic likely plays a role in coordinating the timing of myoblast fusion during embryonic myogenesis.

### Myomixer expression is lacking in a subpopulation of myocytes at E11.5

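The muscle clusters of the E11.5 library's own clustering held 1306 cells with a median of 16399 UMIs, 13.6% of the cells kept. They were re-clustered as at E9.5, again without the genes the paper names. Table S2 lists the paper's marker genes per cluster with average log2 fold changes and shares of cells; its first 1999 of the 3124 rows were read here. As a check of the calculation, Poisson counts were simulated for 3755 genes of the 2 myocyte clusters with 200 genes changed by known amounts. All 193 changed genes that had an interval came out in the right direction, and 95.2% of the 95% intervals over all genes held the true value. The intervals assume Poisson counts, so this coverage follows by construction. It does not test how far variation between cells or embryos widens the error.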

To investigate cellular diversity among embryonic myocytes, we further subclustered the E11.5 muscle progenitor populations (Table S2). We identified seven distinct subclusters (Fig. 3A). Four of these were classified as myoblasts based on the expression of *Pax3*, *Pax7* and *Myf5*, while two were identified as myocytes based on the expression of *Myod1*, *Myog* and *Myh3* (Fig. 3B). 

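Re-clustering gave 6 clusters. There were 498 cycling myoblast 2-like cells (median 19416.5 UMIs), 343 myoblast 1-like cells (13539 UMIs), 165 Mc1-like cells (14423 UMIs), 132 Mc2-like cells (19981 UMIs) and 108 myoblast 2-like cells (26142.5 UMIs). The sixth, of 60 cells, had low UMI counts and was left unnamed. Scrublet called 75 of the myoblast 2-like cells doublets (69.4%, 95% interval 59.8% to 77.9%), 9.85% of the Mc2-like cells and 2.42% of the Mc1-like cells. No cluster was named cycling myoblast 1-like at resolution 0.4; its markers ranked second in the myoblast 1-like cluster. At resolution 0.8 this name went to 3 clusters. The first, with 218 of the cycling myoblast 2-like cells, was led by histone genes and by Rrm2 and Tk1, which act in S phase. It had 0 genes of the S phase list among its 10 leading genes. The others, with 139 and 136 of the myoblast 1-like cells, were led by Postn and En1. They had 0 and 1 genes of that list among their 10 leading genes. By the list, the name is weak for all 3 clusters. At either resolution the Mc2-like cluster held 132 cells.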

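Pax3 had 121 (95% interval 111 to 131) UPM in myoblast 1-like cells, 103 in cycling myoblasts 2 and 63.4 in myoblast 2-like cells, against 12.2 (95% interval 8.30 to 17.3) in Mc1-like and 12.8 (95% interval 9.04 to 17.7) in Mc2-like cells. Pax7 ran in the same order of clusters at 67.0, 70.1 and 34.5 UPM, against 14.2 and 3.82 in the myocyte-like clusters. Myf5 was at 188, 147 and 77.3 in the myoblast-like clusters, 32.3 (95% interval 25.7 to 40.1) in Mc1-like and 62.1 (95% interval 53.3 to 71.9) in Mc2-like cells. Myog was found in every Mc1-like and every Mc2-like cell, at 4539.6 and 2071 UPM. It was also found in 48.6% of cycling myoblasts 2 and 32.4% of myoblast 1-like cells, against 1.30% of neural tube-like cells (median 8539 UMIs). Myod1 had 142 UPM in myoblast 1-like cells and 244 in cycling myoblasts 2.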

The seventh cluster was excluded as it lacked specific markers and exhibited low total RNA and gene counts, an evident technical artifact of no biological significance (Fig. S3A). 

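The 60 cells of the unnamed cluster had a median of 1173.5 UMIs and 583.5 genes, against 4326.5 genes in the Mc2-like and 3521 in the Mc1-like cells. Its leading genes were the sarcomere genes Mylpf, Acta1 and Tnnc2, as in the Mc2-like cluster. Mitochondrial genes gave 1086 of its 100495 UMIs, or 1.08%. With 58 of its cells under 5000 UMIs, no share of cells at equal depth could be given for it. Scrublet called none of its cells.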

The myoblast populations were subdivided based on their expression profiles of specific developmental genes. 

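In myoblast 2-like over myoblast 1-like cells of the E11.5 subset, the log2 ratio was -0.93 (95% interval -1.19 to -0.68) for Pax3 and 0.23 (95% interval 0.06 to 0.40) for Foxp1. For Prrx1 it was 1.91 (95% interval 1.63 to 2.20) and for Twist1 0.98 (95% interval 0.82 to 1.13). Foxp1 stood at 151 UPM in myoblast 1-like cells, 177 in myoblast 2-like cells, 141 in Mc2-like cells and 113 in neural tube-like cells. Its ratio changed sign at resolution 0.8, to -1.01, where most of the myoblast 1-like cells lost that name and the 62 cells named myoblast 1-like held 357 UPM. Prrx1 stood at 125 and Twist1 at 275 UPM in myoblast 2-like cells. The median of 26142.5 UMIs per myoblast 2-like cell was near the 25327 UMIs of a median myoblast 1-like cell and a median mesenchymal cell together, and after removal of Scrublet calls no cluster took this name.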

Myoblast 1 expressed *Pax3* and *Foxp1*, while Myoblast 2 expressed *Prrx1* and *Twist1* (Fig. 3C). Additionally, two cycling myoblast populations were distinguished by their cell cycle gene expression. 

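With no separate cycling myoblast 1-like cluster at resolution 0.4, cycling myoblasts 2 of the E11.5 subset were set against the myoblast 1-like cells. The log2 ratio was -0.57 (95% interval -0.69 to -0.45) for Mcm6 and -0.60 (95% interval -0.69 to -0.51) for Ccnd2. It was 3.18 (95% interval 2.97 to 3.39) for Cdk1 and 1.95 (95% interval 1.75 to 2.14) for Cdc20. Cdk1 stood at 389.7 UPM in cycling myoblasts 2, 43.0 in myoblast 1-like cells and 27.6 in Mc1-like cells. Mcm6 stood at 139, 207 and 83.1.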

Cycling myoblast 1 expressed *Mcm6* and *Ccnd2*, markers associated with the G phase, while Cycling myoblast 2 expressed *Cdk1* and *Cdc20*, associated with the M phase of the cell cycle (Fig. 3C) (Vermeulen et al., 2003; Loddo et al., 2009).

**Fig. 3.**
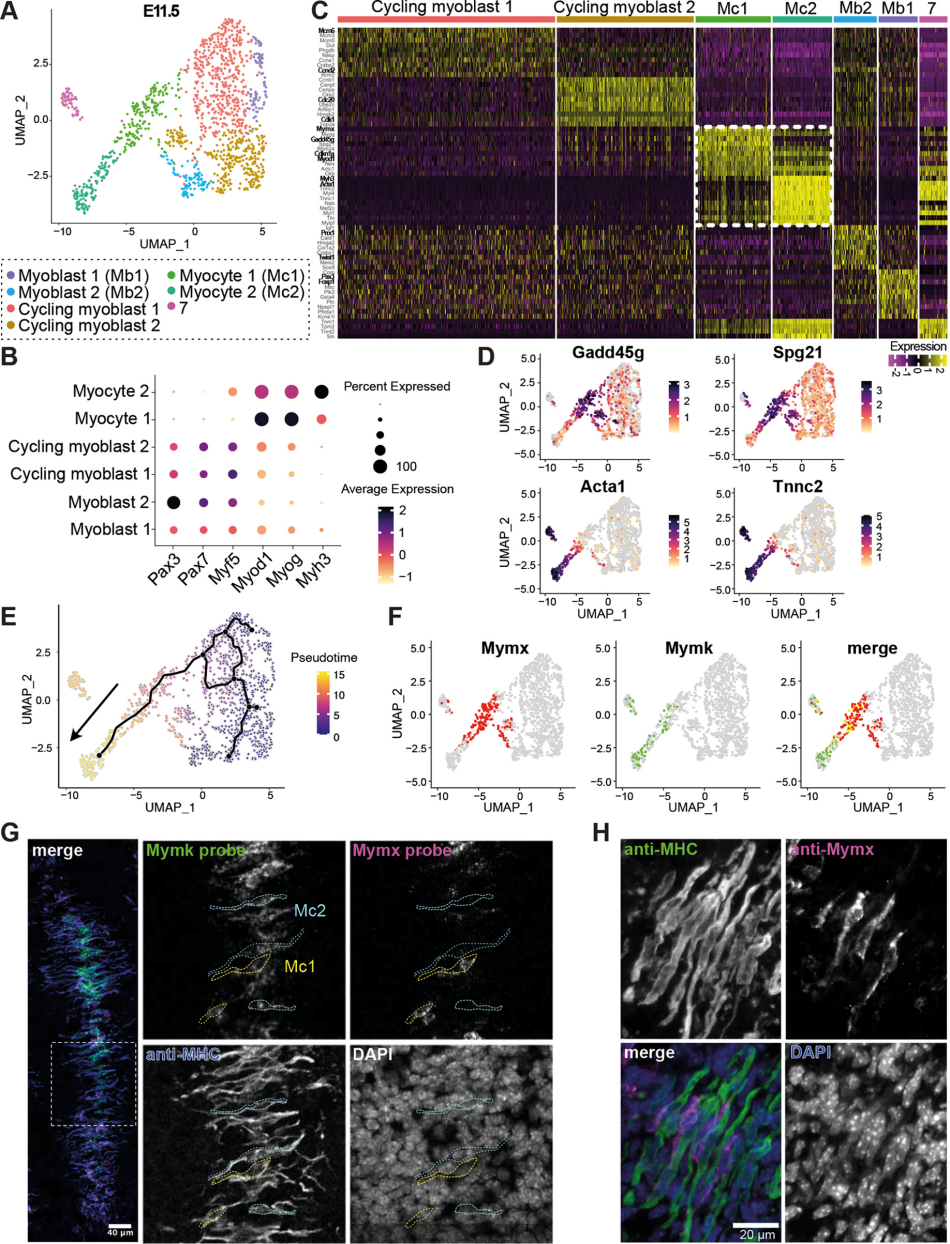
**Myomixer expression defines distinct myocyte subpopulations at E11.5.** (A) UMAP showing the sub-clustering of the muscle progenitor subset in E11.5 mouse embryos. (B) Dot plot showing the expression of early and late muscle marker genes. (C) Heat map showing the top differentially expressed genes (DEGs) in each muscle subpopulation. Each vertical color represents a cell. The yellow and magenta colors represent a high and low expression, respectively. Subpopulation 7 represents an artifact population and has no exclusive markers. Boxed area indicates Mc1 and Mc2 markers. (D) Feature plot showing the expression of proliferation-related genes in Mc1 and muscle contraction-related proteins in Mc2. (E) Pseudotime superposed with prediction of the differentiation trajectory between the early and the late muscle progenitors using Monocle3. (F) Feature map showing the binary expression of Mymx and Mymk and the merge between the two. Mymx is expressed in the Mc1 while Mymk is expressed in both the Mc1 and Mc2. (G) Fluorescence *in situ* hybridization against Mymk (green) and Mymx (magenta) in a E11.5 somite section co-stained with the MF20 antibody (recognises all myosins heavy chain, MHC). Mc1 and Mc2 cells are highlighted in yellow and blue dotted lines respectively. (H) Immunofluorescence against MYMX in magenta and MHC in green.

Remarkably, two distinct myocyte populations emerged from this analysis, which we designated as Mc1 and Mc2. 

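The Mc1-like cells made up 12.6% and the Mc2-like cells 10.1% of the E11.5 muscle subset. The Mc1-like name rests on genes such as Olfml2b, Tex14 and Rbm24, and the Mc2-like name on genes such as Actn2, Casq2 and Tcap. Both names were given to clusters under each alternative of the muscle subset (all genes as features, Scrublet, at least 1000 genes, resolution 0.8, 20 dimensions and regression of the cell cycle). At resolution 0.8 a second, smaller Mc1-like cluster of 43 cells, led by cell cycle genes beside myocyte genes, was added to the 167 cells of the first.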

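Gadd45g had 588 (95% interval 559 to 619) UPM in the Mc1-like and 44.1 (95% interval 36.7 to 52.4) in the Mc2-like cells of E11.5, a log2 ratio of Mc2-like over Mc1-like of -3.74 (95% interval -4.01 to -3.48). The ratio was -0.93 (95% interval -1.02 to -0.85) for Myod1 and -0.29 (95% interval -0.36 to -0.22) for Cdkn1a. In the other direction, Acta1 had 229 and 7259.5 UPM, a ratio of 4.98 (95% interval 4.87 to 5.11). The ratios were 5.56 (95% interval 4.91 to 6.29) for Myh7, 2.34 (95% interval 2.26 to 2.43) for Myh3 and 4.99 (95% interval 4.13 to 6.00) for Ldb3. Trdn had 1 UMI in the Mc1-like and 492 in the Mc2-like cells, a ratio of 8.76 (95% interval 6.27 to 14.07). Each of these signs held under every alternative that gave a value; among them, the mean of each cell's UMIs per 10000 plus 1 took the Trdn ratio furthest, to 1.47.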

Mc1 expressed genes related to cellular growth arrest and early differentiation, such as *Gadd45g*, *Cdkn1a* and *Myod1*, while Mc2 expressed genes associated with muscle cell contraction and terminal differentiation, including *Acta1*, *Trdn*, *Myh7*, *Myh3* and *Ldb3* (Fig. 3D and Fig. S3B,C). To further characterize Mc1 and Mc2 myocyte populations, we performed gene ontology (GO) analysis on the top 100 differentially expressed genes (DEGs). For Mc1, the top biological process terms included ‘myoblast differentiation’ and ‘muscle tissue development’ (Fig. S3D). In contrast, ‘muscle contraction’ was the predominant term for the Mc2, appearing in six GO classifications. Analyzing the top molecular function of the Mc1 population, we found genes primarily associated with transcription regulation, including terms like ‘DNA-binding transcription factor binding’ and ‘E-box binding’ (Fig. S3E). In contrast, Mc2 displayed enrichment in structural protein-related terms, such as ‘Actin binding’, ‘Titin binding’, ‘Actinin binding’, ‘Telethonin binding’ and ‘Tropomyosin binding’, all essential for sarcomeric Z-line organization and muscle contraction (Fig. S3E). Closer examination of the DEGs heatmap revealed that Mc1 markers were not completely downregulated in Mc2, and vice versa, suggesting a potential transition between the two populations (Fig. 3D). This observation was further supported by the differentiation trajectory prediction generated using Monocle 3, which suggests a linear trajectory where Mc1 differentiate into Mc2 (Fig. 3E). Together, these results suggest that Mc1 represents a transitional state in muscle differentiation, while Mc2 corresponds to a more terminally differentiated, postmitotic, contractile myocyte state.

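Of the Mc2-like cells, 39.4% had a Gadd45g UMI, against 96.4% of the Mc1-like cells. At 5000 UMIs per cell, with 2 Mc2-like and 5 Mc1-like cells left out, the shares were 20.8% and 84.4%. Spg21 stayed at 202 (95% interval 186 to 219) UPM in Mc2-like cells, from 948 in Mc1-like cells. Among Mc2 markers, an Acta1 UMI was found in 38.2% of Mc1-like cells (26.2% thinned) and a Myh3 UMI in 67.9% (53.1% thinned). In neural tube-like cells, with a median of 8539 UMIs, Acta1 was found in 1.74% and Myh3 in 0.435%. A Trdn UMI was found in 0.606% of Mc1-like cells and in none of the neural tube-like cells.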

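Monocle 3 was not rerun. In the principal component space of the E11.5 subset, 4.85% of the 20 nearest neighbours of Mc2-like cells lay in other clusters, and 69.5% of these were Mc1-like, 21.1% myoblast 2-like and none myoblast 1-like. For Mc1-like cells, 49.0% of the neighbours in other clusters were myoblast 1-like, 25.1% cycling myoblasts 2 and 18.1% Mc2-like. Neighbours show which states are alike and carry no direction in time. From the overlap of markers and the predicted trajectory, the paper proposes a passage from Mc1 to Mc2.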

Upon differentiation, myocytes fuse to form multinucleated muscle fibers. Recent studies identified Mymk and Mymx as muscle-specific fusogens that are essential for cell-cell fusion (Millay et al., 2013; Bi et al., 2017; Zhang et al., 2017; Quinn et al., 2017). 

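Mymx (ENSMUSG00000079471, listed as Gm7325; chromosome 17, 45600971 to 45602102 in GRCm38) had 2597 UMIs in the Mc1-like and 658 in the Mc2-like cells of E11.5, or 1023 (95% interval 984 to 1063) and 228 (95% interval 211 to 246) UPM. The log2 ratio of Mc2-like over Mc1-like cells was -2.16 (95% interval -2.29 to -2.04). Mymk (ENSMUSG00000009214, listed as Tmem8c; chromosome 2, 27061636 to 27072179) had 812 and 1557 UMIs, or 319.8 (95% interval 298 to 343) and 540.2 (95% interval 514 to 568) UPM, a ratio of 0.76 (95% interval 0.63 to 0.88). At least 1 Mymx UMI was found in 152 of the 165 Mc1-like cells (92.1%, 86.9% to 95.7%) and in 83 of the 132 Mc2-like cells (62.9%, 54.0% to 71.1%); the paper's Table S2 reports 91.7% and 63.6%. Thinned to 5000 UMIs, the shares were 87.5% and 46.2%. Without thinning, 0 of 230 neural tube-like cells (median 8539 UMIs) had a Mymx UMI, which allows a share of up to 1.30% (3 counts of the total). A Mymk UMI was found in 82.4% of Mc1-like and 99.2% of Mc2-like cells, against 0.435% of neural tube-like cells. Of the settings tried, the mean of each cell's UMIs per 10000 plus 1 moved Mymx most, to -1.71, and resolution 0.8 moved Mymk most, to 0.97.

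**Figure D2:**
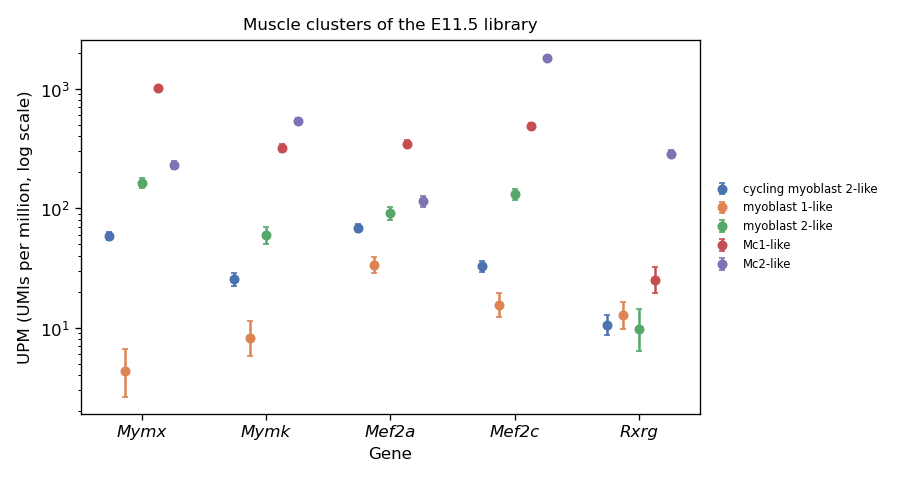
UPM on a log axis for 5 genes in the 5 named muscle clusters of the E11.5 library; points are sums over all cells of a cluster and bars are exact 95% Poisson intervals for counting error. Mymx lies at 1023 in Mc1-like and 228 in Mc2-like cells and Mymk at 319.8 and 540.2, and all 5 genes are higher in Mc1-like than in myoblast 1-like cells.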

Interestingly, we observed that *Mymk* was expressed in both myocyte populations, whereas *Mymx* expression was restricted to Mc1 (Fig. 3D,F and Fig. S4A,B). This observation strikingly aligns with findings from *in vitro* cell-cell fusion assays using myoblasts and heterologous cell systems, which showed that Mymk is required on both fusing cells, whereas Mymx is needed on only one (Quinn et al., 2017; Bi et al., 2017; Millay et al., 2014). To map the localizations of the Mc1 and Mc2 populations in the developing embryo, we performed fluorescence *in situ* hybridization. As somite maturation progresses from the anterior to the posterior end of the embryo, we hypothesized that population transitions would reflect shifts in the Mc1/Mc2 ratio across somites. While the close proximity of fibers precluded precise quantification, we observed *Mymk*^+^;*Mymx*^+^ and *Mymk*^+^;*Mymx*^−^ myocytes, consistent with our scRNA-seq findings, supporting the co-existence of Mc1 and Mc2 populations within the same somite (Fig. 3G and Fig. S4C). To further validate muscle progenitor cell state diversity at the protein level, we performed immunofluorescence staining on E11.5 somites. Mymx, a marker for Mc1, and myosin heavy chain (MHC), a marker for Mc2, revealed Mymx^+^;MHC^−^ cells (Mc1) interspersed with Mymx^−^;MHC^+^ cells (Mc2) (Fig. 3H). *Ex vivo* cultures of dissociated somite cells showed that most MHC^+^ and MHC^−^ cells were mononucleated (Fig. S4D,E), suggesting that *Mymx* downregulation is not solely a consequence of fusion. Notably, Mymx^+^ cells exhibited low levels of MHC expression, confirming that they are not terminally differentiated (Fig. S4D). Additionally, to predict if and how those cells might interact together, we performed a CellChat analysis revealing a high probability of interaction between Mc1 and Mc2 populations through the NCAM, JAM and Cadherin signaling pathways, suggesting that these cell populations likely physically interact (Fig. S5A, differentiation trajectory). These results suggest that the initial Mc1 state transitions to the subsequent Mc2 state. During this differentiation process, we observed downregulation of genes such as *Mymx*, *CD82*, *Mef2a*, *Myod1* and *Myog*, and an upregulation in *Myh3*, *Cd36*, *Mef2c* and *Rxrg* (Table S2). 

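Cd82 fell from 163 (95% interval 147 to 179) UPM in Mc1-like to 28.5 (95% interval 22.6 to 35.3) in Mc2-like cells, a log2 ratio of -2.52 (95% interval -2.88 to -2.17), and the ratio of Myog was -1.13 (95% interval -1.18 to -1.09). Cd36 rose from 12.6 (95% interval 8.62 to 17.8) to 54.1 (95% interval 46.0 to 63.3) UPM, a ratio of 2.10 (95% interval 1.55 to 2.70). For comparison with Table S2, each cluster was also set against all other E11.5 muscle cells on the scale of Seurat's average log2 fold change. On that scale Mymx gave 2.63 in Mc1 and 0.21 in Mc2, where the paper's reported values are 2.68 and 0.27. For Myh3 in Mc2 it gave 3.73, where the paper reports 3.68. Both sets of values come from the same library, with clusters named by the paper's markers, so their closeness is not independent support.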

Notably, both cell states co-exist within developing mouse somites and are spatially positioned near one another.

### Persistence and self-renewal of the Mc1 myocyte population during secondary embryonic myogenesis

To assess whether the Mc1 and Mc2 populations persist during the secondary myogenesis taking place between E14.5 and E18.5, we first explored their presence in E14.5 mouse embryos. Immunofluorescence staining of E14.5 longitudinal limb sections revealed that Mc1 (Mymx^+^) are predominantly localized in the central region of developing muscles, with minimal presence in the distal extremities (Fig. 4A and Fig. S6A,B). Transversal limb sections showed Mc1 positioned near MHC^+^ myofibers (Fig. 4B). Next, we used a combination of fluorescent RNA probes, specific to *Mymx* and *Mymk*, and an antibody against MHC to investigate the Mc2 population (Mymx^−^; Mymk^+^) at E14.5. We identified Mc1 (Mymx^+^; Mymk^+^) positioned on the MHC^+^ myofibers (Fig. 4C). Notably, all unfused cells were Mc1, not Mc2. The persistence of Mc1 cells at E14.5 prompted us to investigate whether this population is sustained through proliferation. Immunostaining for the proliferation marker Ki67 at multiple developmental stages revealed that 40-50% of the Mc1 are Ki67^+^ in E11.5, E14.5 and E18.5 mouse embryos (Fig. 4D,E and Fig. S6C,D). Indeed, it was recently demonstrated that, contrary to the established paradigm, MYOG^+^ myocytes can divide, albeit at a limited frequency (Benavente-Diaz et al., 2021). These findings indicate that approximately half of the Mc1 population remains proliferative during both primary (E11.5) and secondary (E14.5, E18.5) myogenesis, supporting the replenishment and maintenance of this population throughout embryonic myogenesis. These results suggest that the non-proliferative fraction of the Mc1 population exit the cell cycle and integrate the growing myofibers through fusion, concomitantly repressing *Mymx* expression.

**Fig. 4.**
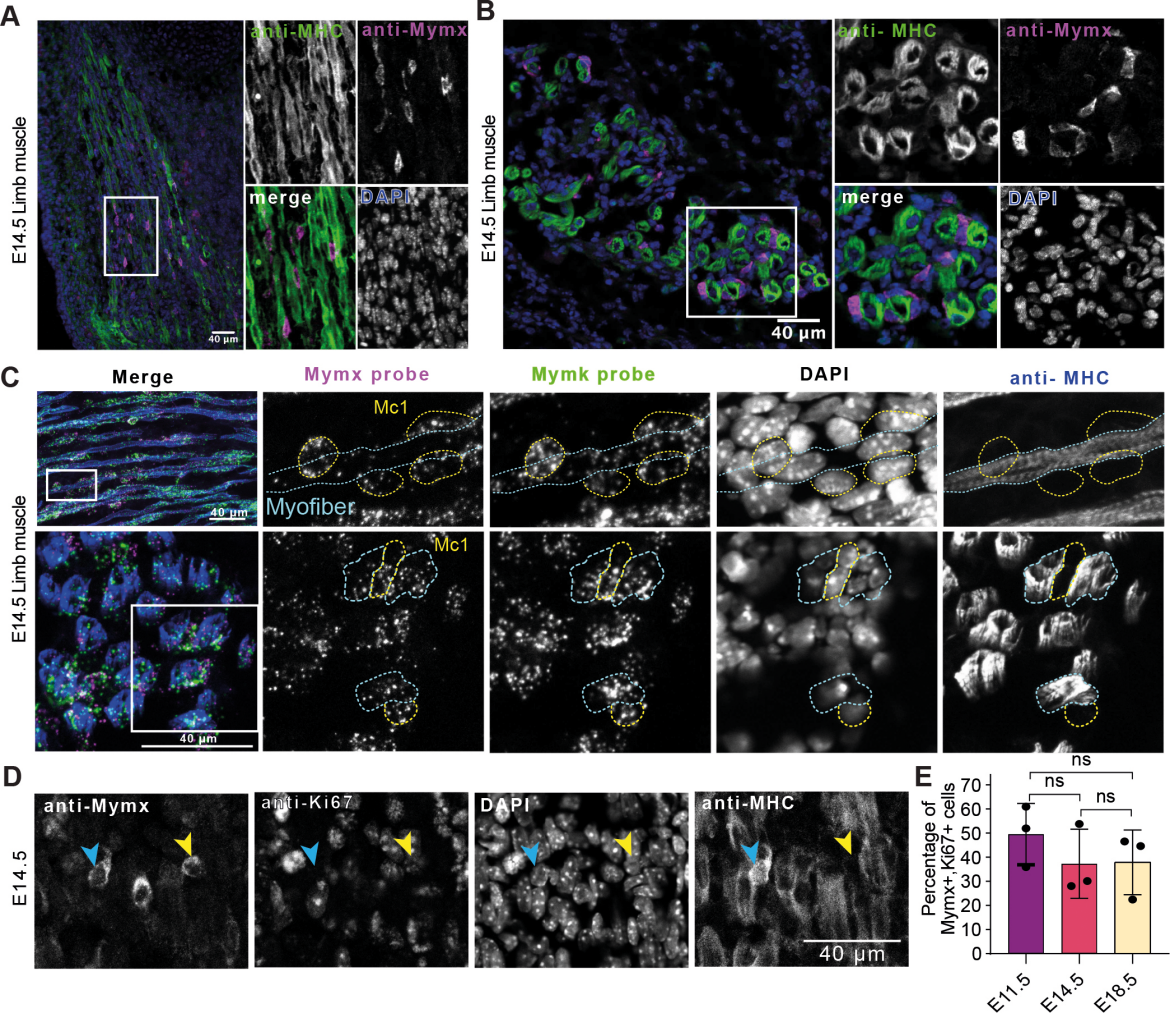
**Persistence and self-renewal of the Mc1 myocyte population during secondary embryonic myogenesis.** (A,B) Immunofluorescence against MYMX (Magenta) and MHC (green) in E14.5 longitudinal (A) and transversal (left) (B) limb sections. MYMX^+^ cells are localized in between the myofibers. Longitudinal section shows MYMX^+^ cells are situated preferably in the midsection of muscles. (C) Fluorescence *in situ* hybridization against Mymk (green) and Mymx (magenta) in E14.5 limb sections Top and bottom images represent longitudinal and transversal sections, respectively. Sections were also stained with the MF20 antibody against MHC. The Myofiber is highlighted with blue dotted lines and the Mc1 with yellow dotted lines. (D) Immunofluorescence in E14.5 limb sections against Mymx, Ki67 and MHC. Blue and yellow arrowheads indicate MYMX^+^/Ki67^−^ and Mymx^+^/Ki67^+^ cells, respectively. (E) Quantification of the percentage of MYMX^+^/Ki67^+^ cells in E11.5 somites and E14.5 and E18.5 limb sections. One-way ANOVA was performed. Data represent the mean±s.d. *n*=3 embryos per condition. Each point on the graph represents the percentage of Ki67^+^ cells among 150-200 MYMX^+^ cells per embryo. ns, non-significant.

### The Mc2 are the progeny of the Mc1

To provide direct evidence of the transition from Mc1 to Mc2 and rule out the possibility of an independent lineage branch for each population, we generated a knock-in mouse line expressing Cre under the control of the *Mymx* regulatory elements (Fig. 5A). In these mice, both copies of the *Mymx* gene were preserved, and a T2A-Cre sequence was inserted at the 3′ end of the gene using CRISPR-Cas9. The *Mymx*-Cre mice were crossed with Rosa26^nls-tdTomato^ reporter mice to generate embryos expressing a nuclear fluorescent tdTomato protein under the control of the *Mymx* regulatory elements, enabling lineage tracing of the Mc1 cells and their progeny (Fig. 5B).

**Fig. 5.**
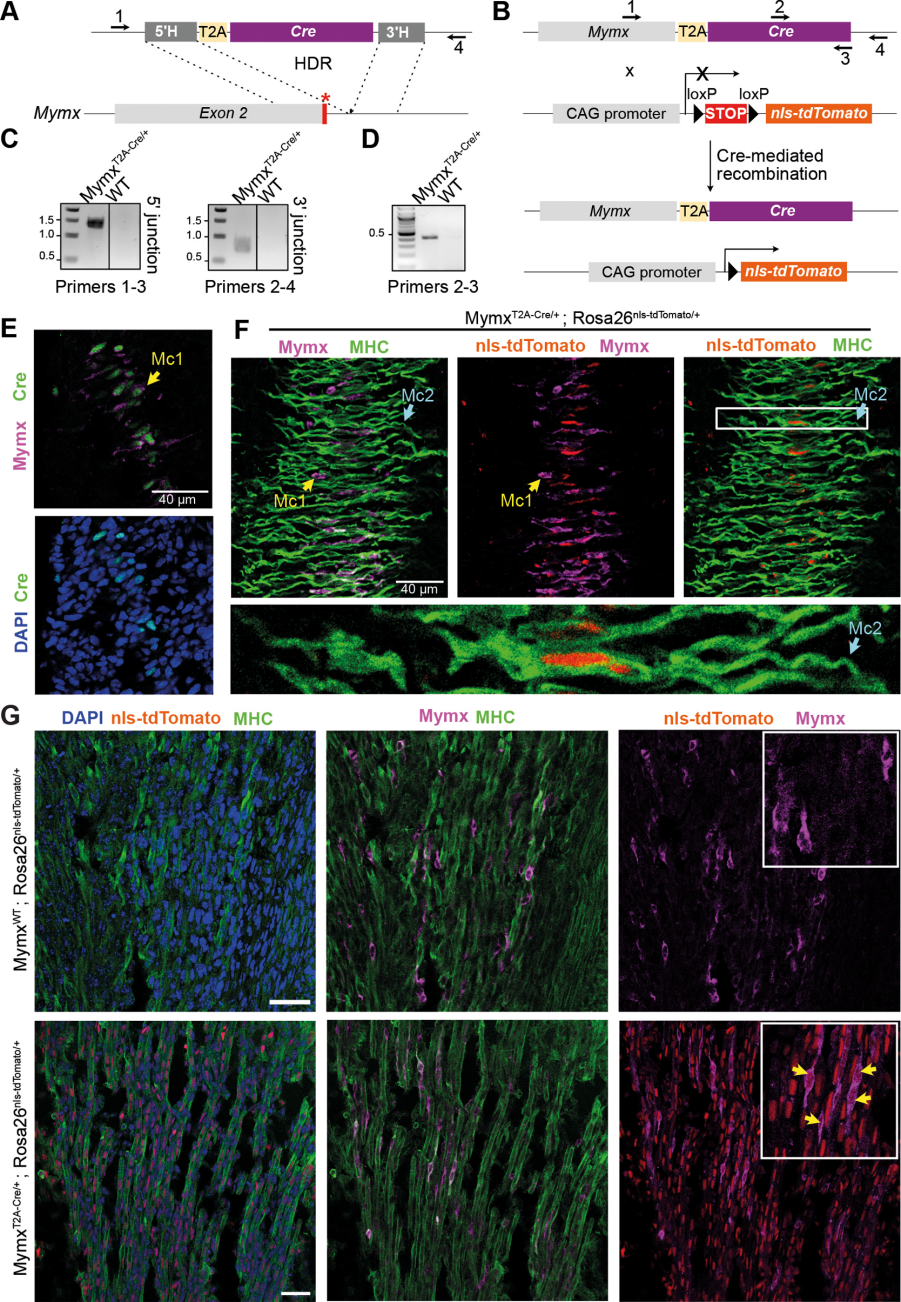
**The Mc2 are the progeny of the Mc1.** (A) Schematic showing the knocked-in sequence and the homology-directed repair, guided by the 3′ and 5′ homology arms (HA), at the last exon of *Mymx*. (B) Schematic showing the mice crossing to generate cells expressing NLS-tdTomato upon expression of the Cre which is itself under the control of the *Mymx* regulatory region. Numbered arrows indicate the primers used for PCR. (C) PCRs with primers 1-3 and 2-4 to validate the 5′ and 3′ HA and insertion of the T2A-Cre in the right place. The PCRs were purified and sequenced to rule out mutations. (D) PCR used for genotyping using primers 2 and 3. Those primers amplify part of the Cre sequence. (E) Immunofluorescence showing the expression of the Cre (anti-Cre antibody, green) and of MYMX (anti-MYMX antibody, magenta) in a E11.5 embryo section at the somite level. The Cre expression is specific to MYMX^+^ cells. (F) Immunofluorescence showing lineage tracing of Mc1 in a E11.5 (MymxT2A-Cre^+/−^ ; Rosa26^nls-tdTomato/+^) section at the somite level. Mc1 are stained with anti-MYMX and Mc2 are stained with MF20. The fluorescent protein nls-tdTomato is present in Mc2 nuclei but not yet expressed in Mc1 nuclei. (G) Immunofluorescence showing lineage tracing of Mc1 in a E14.5 longitudinal limb sections. Mc1 are stained with anti-MYMX and myofibers with MF20. The fluorescent protein NLS-tdTomato is present in Mc1 and myofiber nuclei. Yellow arrows (E-G) indicate MC1 cells. Scale bars: 40 µm.

We verified the integration of the T2A-Cre sequence by PCR amplification of the 5′ and 3′ junctions, followed by sequencing to confirm the absence of mutations in both founder and F1 mice (Fig. 5C). Subsequent progeny was genotyped using conventional Cre primers (Fig. 5D). Cre expression was assessed by immunofluorescence in E11.5 mouse embryos, revealing it is exclusively expressed in Mymx^+^ Mc1 within somites (Fig. 5E). To trace the progeny of Mc1 cells, we performed immunofluorescence staining in E11.5 embryos for Mymx and MHC as markers of Mc1 and Mc2, respectively (Fig. 5F). In Mc1 expressing Mymx, no detectable NLS-tdTomato expression was observed, suggesting that either Cre-mediated recombination of the STOP signal before the *nls-tdTomato* gene had not yet occurred or that the fluorescent protein levels were below the limit of detection. Indeed, previous studies demonstrated the existence of a 0.5- to 0.75-day delay between the start of Cre expression and the onset of recombination (Scotti et al., 2015). In contrast, MHC^+^ Mc2 cells contained nuclei expressing NLS-tdTomato, indicating that Mc2 are derived from Mc1 progenitors (Fig. 5F). To validate NLS-tdTomato expression in Mc1, we looked at E14.5 limb sections and found that both the Mc1 cells and the myofibers express NLS-tdTomato (Fig. 5G). These results confirm our hypothesis that Mc2 arise from Mc1, supporting a linear differentiation trajectory between these two populations.

We propose a model in which Mc1 and Mc2 cells co-exist within the same somites during primary myogenesis (E11.5). In this model, a pool of Mc1 either self-renews or differentiate into Mc2. During secondary myogenesis (E14.5), only the Mc1 population persists, while Mc2 are absent, as they have formed the muscle fibers. Based on their spatial proximity to myofibers, we propose that Mc1 further differentiate and fuse into myofibers. Although Mc1 express both Mymk and Mymx, which should be permissive to fusion, it remains unclear whether Mc1 fuse together. Additional *in vivo* and *ex vivo* experiments will be necessary to explore this possibility.

### Mef2c and Rxrg gene regulatory networks drive the Mc1 to Mc2 transition

To investigate the regulatory mechanisms underlying the transition between muscle progenitor cell states, we performed a regulon analysis (pySCENIC) using the E11.5 scRNA-seq dataset. Cells were clustered based on differentially activated regulons, and the top activated regulons were ranked according to their specificity scores (Fig. 6A,B). Focusing on the transition from Mc1 to Mc2, we examined clusters relevant to these populations. In the Mc1 population, the top three active regulons were Sox8, Snai1 and Lef1, while in the Mc2 population, Rxrg, Hox10 and Mef2c were most prominent (Fig. 6B,C). 

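Regulon activity was not recomputed, and the values here are the transcripts of the regulators themselves. Sox8 had 139 UMIs in Mc1-like and 5 in Mc2-like cells, a log2 ratio of -4.98 (95% interval -6.63 to -3.72). Snai1 gave -1.28 (95% interval -1.56 to -1.01) and Lef1, with 46 and 19 UMIs, -1.46 (95% interval -2.31 to -0.66). Hoxd10, the Hox10 gene of Fig. 6C, had 4 UMIs in Mc2-like and 0 in Mc1-like cells, too few for a ratio.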

To further explore this transition, we used CellRouter to reconstruct the cell-state transition trajectory from Mc1 to Mc2 (Lummertz da Rocha et al., 2018; Lummertz da Rocha and Malleshaiah, 2019). Key regulators identified in the transition included transcription factors previously associated with myogenesis, such as Arx, Rxrg and Mef2c, which were predicted to be important for the Mc2 state, while Myod1, Mef2a and Myog are significant for the Mc1 state (Fig. 6D). 

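CellRouter was not rerun. Mef2c had 484 (95% interval 458 to 512) UPM in Mc1-like and 1796 (95% interval 1747 to 1845) in Mc2-like cells of E11.5, a log2 ratio of Mc2-like over Mc1-like cells of 1.89 (95% interval 1.80 to 1.98). For Mef2c the alternatives ranged from 1.77 to 2.17.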

Notably, Rxrg and Mef2 emerged as prominent regulators in both the regulon and the CellRouter analyses, suggesting they may be involved in the Mc1 to Mc2 transition. Consistently, expression analysis revealed that *Rxrg* and *Mef2c* expression correlated with *Mymk* expression, while *Mef2a* correlated with *Mymx* expression (Fig. 6E).

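The Mc1-like and Mc2-like cells together were grouped by their own UMIs of one gene, and the UMIs of another were summed per group. In the 136 cells without an Rxrg UMI, Mymk had 346 UPM (95% interval 321 to 372), and in the 161 cells with at least 1 it had 492 (468 to 516). Mef2c had 579 and 1542 UPM in these groups, and Mymx 1012 and 354. Median depths were 14468.5 and 18603 UMIs. Grouped by Mymx, Mymk did not differ beyond counting error, with 451 UPM in cells without Mymx, 429 with 1 to 9 UMIs and 437 with 10 or more. Mef2c fell from 1511 to 1315 and 914 over the same groups. The Mc1-like and Mc2-like clusters were pooled here and themselves differ in Rxrg, Mymx, Mymk and Mef2c. These group differences therefore largely restate the difference between the clusters. They do not show a correlation from cell to cell within a cluster. From its regulon and CellRouter analyses, the paper proposes that Rxrg and Mef2 factors take part in the change from Mc1 to Mc2.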

**Fig. 6.**
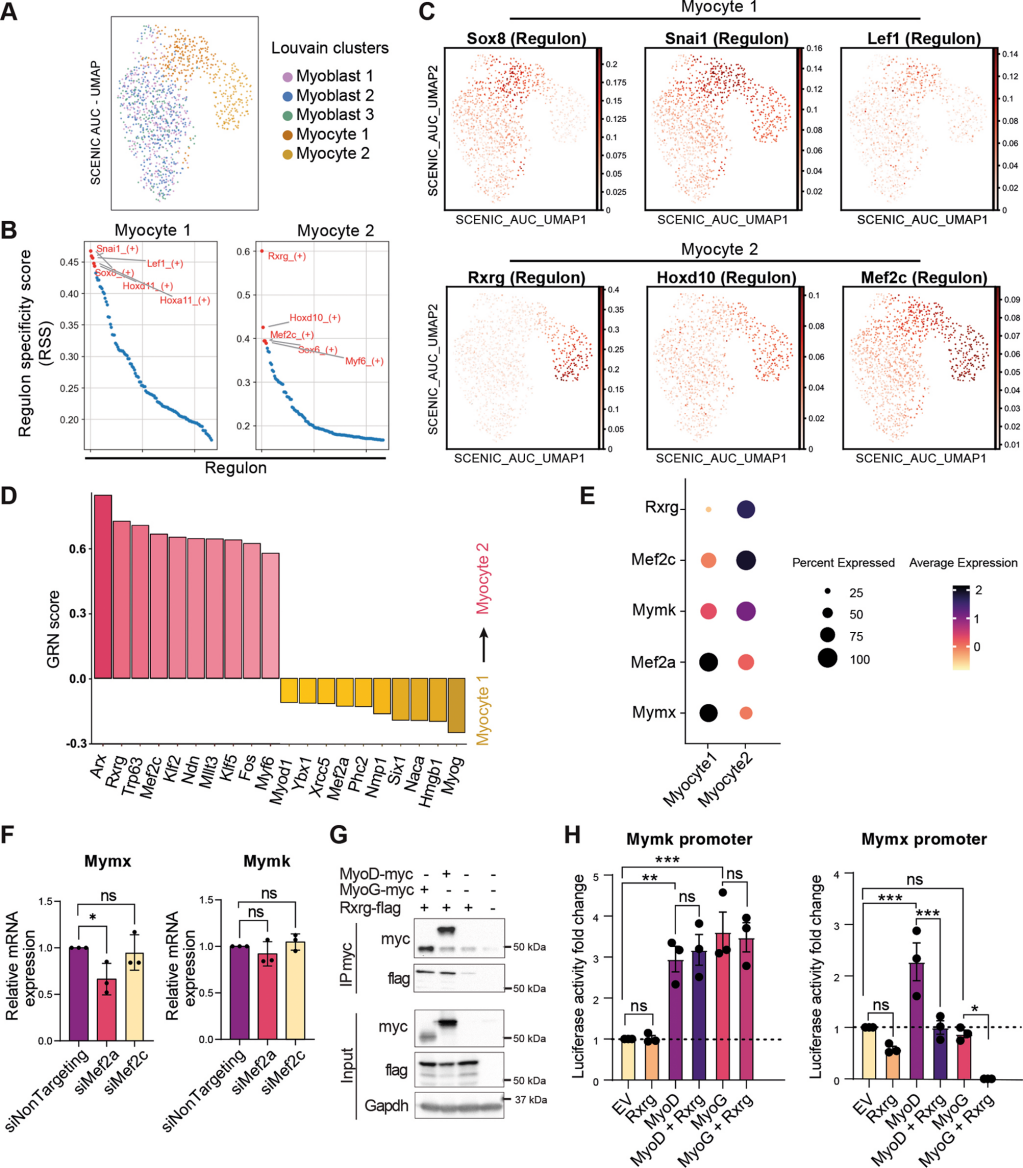
**Mef2c and Rxrg gene regulatory networks drive the Mc1 to Mc2 transition.** (A) SCENIC AUC-UMAP of E11.5 muscle progenitors generated using pySCENIC for the regulon analysis. (B) RSS panel plot showing the top activated regulons (in red) in the Mc1 and Mc2 populations. (C) Feature map showing the top three activated regulons in the Mc1 (Sox8, Snai1, Lef1) and in the Mc2 (Rxrg, Hoxd10 and Mef2c). (D) CellRouter analysis showing the top transcription factors required for each muscle progenitor state during the Mc1 to Mc2 transition. (E) Dot plot showing the expression of *Rxrg*, *Mef2c* and *Mef2a* relative to the fusogen expression in the myocyte populations. (F) Mymx RNA expression decreased upon knockdown of *Mef2a*. qPCR analysis of Mymx and Mymk expression levels in C2C12 transfected with siRNA targeting Mef2a and Mef2c. *n*=3 independent experiments. The 2^−ΔΔCT^ method was used to calculate the relative fold change which was normalized against β-actin expression. Two-tailed unpaired *t*-test was performed between the control and the treated condition. Data represent mean±s.d. ns, non-significant. *P<0.05. (G) Co-immunoprecipitation between overexpressed MYOD-myc, MyoG-myc and Rxrg-flag in HEK293T. Rxrg-flag co-immunoprecipitated with MYOD-myc or MYOG-myc. (H) Luciferase assay performed in C2C12. Regulatory regions underlined and highlighted in Fig. S7B were cloned before a luciferase sequence. C2C12 cells were co-transfected with the luciferase vectors along with an empty vector (EV), or vectors expressing Rxrg, Myod or Myog. Luciferase activity fold change is relative to the EV condition. Each dot represents an independent experiment (*n*=3). For the statistics, the ordinary one-way ANOVA-multiple comparisons was performed between the control and the treated conditions. Data represent mean±s.d. ns, non-significant. *P<0.05, **P<0.01, ***P<0.001.

Next, we investigated the mechanisms underlying the transition from Mc1 to Mc2 during myogenesis. A key event in this transition is the induction of *Mymx* expression in Mc1, followed by its downregulation in the Mc2 population, as terminal differentiation begins. To identify positive regulators of Mymx expression, we first examined transcription factors activated in Mc1. Of those, *Mef2a* was particularly interesting as its expression dynamics closely correlated with *Mymx* expression (Fig. 6E). 

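Mef2a (ENSMUSG00000030557; chromosome 7, 67231163 to 67372858) had 347 (95% interval 324 to 371) UPM in Mc1-like and 114 (95% interval 102 to 127) in Mc2-like cells, a log2 ratio of -1.61 (95% interval -1.80 to -1.42). Among these cells, the 62 without a Mymx UMI held 96.1 UPM of Mef2a (95% interval 79.3 to 115.4), the 100 with 1 to 9 Mymx UMIs 158 (141 to 178) and the 135 with 10 or more 336 (314 to 361). Mymx and Mef2a were both higher in the Mc1-like cluster, so this order may in large part restate the difference between the clusters. Mef2a was not restricted to myocytes, with 68.0 UPM in cycling myoblasts 2, 33.5 in myoblast 1-like cells and 96.1 in endothelial-like cells.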

To assess whether *Mef2a* plays a role in regulating *Mymx* expression, we employed differentiating C2C12 as a model for myogenesis. *Mef2a* or *Mef2c* expression was knocked down using siRNAs. The knockdowns reduced the expression of *Mef2a* mRNA by 40% and of *Mef2c* mRNA by 82% (Fig. S7A). As predicted, *Mef2a* knockdown significantly decreased *Mymx* expression by 35%, without affecting *Mymk* expression, showing that *Mef2a* is required for the normal expression of *Mymx* (Fig. 6F). These findings suggest that a gene regulatory network (GRN) governed by Mef2a contributes to the proper expression of *Mymx* in the Mc1 cell state.

Next, we sought to identify how *Mymx* expression is downregulated during the Mc1 to Mc2 transition. Building on our findings that Mef2a promotes *Mymx* expression in Mc1, we initially tested whether Mef2c could regulate *Mymk* expression. However, knockdown of *Mef2c* did not alter the expression of either *Mymk* or *Mymx* (Fig. 6F). We then focused on *Rxrg*, a top regulon in the Mc2 state with exclusive expression in this population (Fig. 6E). 

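Rxrg (ENSMUSG00000015843; chromosome 1, 167598384 to 167639623) had 827 UMIs in Mc2-like and 64 in Mc1-like cells, 287 (95% interval 268 to 307) and 25.2 (95% interval 19.4 to 32.2) UPM, a log2 ratio of 3.51 (95% interval 3.14 to 3.90). An Rxrg UMI was found in 91.7% of Mc2-like cells, 24.2% of Mc1-like cells, 18.1% of cycling myoblasts 2, 15.5% of myoblast 1-like cells and 0.870% of neural tube-like cells. At 5000 UMIs per cell the shares were 72.3%, 11.2%, 4.26% and 4.88%, and none of the neural tube-like cells kept an Rxrg UMI.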

Recently, MYOG and MYOD1 were reported to bind E-boxes in the promoter of *Mymk* to regulate its transcription in zebrafish, chick and human myoblasts (Zhang et al., 2020; Ganassi et al., 2018; Luo et al., 2015). Additionally, MYOD1 was reported to directly bind E-boxes in the promoter of *Mymx* and regulate its transcription in human myotubes (Zhang et al., 2020). Based on these findings, we hypothesized that RXRG might regulate *Mymk* and/or *Mymx* expression by interacting with MYOD1 and/or MYOG transcription factors. To test this, we performed co-immunoprecipitation experiments on overexpressed proteins in HEK293T cells. We found that immunoprecipitation of flag-tagged RXRG robustly co-immunoprecipitated Myc-tagged MYOD1 or MYOG (Fig. 6G). Next, we examined publicly available chromatin immunoprecipitation (ChIP) datasets for RXRG peaks. The only available mouse RXR ChIP data was for RXRA in kidney cells (Meyer et al., 2007). In the *Mymk* promoter region, no prominent RXRA peak overlapped the MYOD1 or MYOG peaks (Fig. S7B). However, a prominent RXRA peak was identified in the *Mymx* 5′-untranslated region sequence, ∼200 base pairs from the double E-box situated under the MYOD1 or MYOG peaks. This RXRA peak also contained a retinoic x response element (RXRE), suggesting that RXRG might regulate *Mymx* expression. To test this, we cloned the proximal promoter regions of *Mymx* and *Mymk* genes upstream of a luciferase reporter gene and performed luciferase assays in undifferentiated C2C12. Consistent with previous studies, expression of either MYOD1 or MYOG activated the *Mymk* promoter and induced luciferase expression, whereas only MYOD1, but not MYOG, was able to activate the *Mymx* promoter (Fig. 6H). Rxrg expression alone did not affect the *Mymk* or *Mymx* promoter activity, and co-expression of RXRG with either MYOD1 or MYOG had no effect on the *Mymk* promoter activity, consistent with *Mymk* being expressed in both Mc1 and Mc2 populations. In contrast, co-expression of RXRG with MYOD1 abolished the effect of MYOD1 on the induction of *Mymx* promoter activity (Fig. 6H). While MYOG alone had no effect on the activity of the *Mymx* promoter, co-expression with RXRG completely blocked its basal transcription. Furthermore, the addition of 9-cis retinoic acid, a ligand for RXRG, did not affect the transcriptional regulation through the *Mymx* promoter (data not shown). Collectively, these results demonstrate that RXRG expression contributes to the downregulation of *Mymx* expression, providing a partial explanation for the regulatory mechanisms underlying the Mc1 to Mc2 transition.

## DISCUSSION

The initial cellular mechanisms responsible for skeletal muscle formation in vertebrates remain incompletely understood. Here, we uncover transcriptionally distinct myoblast and myocyte cell states in the developing mouse embryo, redefining the landscape of early myogenesis.

We show that the differentiation trajectory of early muscle progenitors follows a linear progression, with cells initially expressing *Ifitm1* committing to the myoblast lineage by downregulating *Ifitm1* and simultaneously upregulating *Myf5*. These muscle precursors also express components of the Notch signaling pathway, such as *Dll3*, *Notch1* and *Lef1*. The Notch pathway has been demonstrated to act as an inhibitor of muscle differentiation in various models and to repress the expression of cell cycle exit genes such as p21 and p57, therefore promoting the proliferation of progenitor cells (Bjornson et al., 2012; Delfini et al., 2000; Esteves de Lima et al., 2016; Mourikis et al., 2012; Zalc et al., 2014). Our data consolidate the previous finding that Notch signaling is active in undifferentiated muscle cells. A recent study identified a specific role for the Notch effector *Heyl* (hairy and enhancer-of-split related with YRPW motif) in the direct transcriptional repression of *Mymk* in chicken embryos (Esteves de Lima et al., 2022). This repression likely serves to prevent the fusion of incompletely differentiated cells. Similarly, we found that early myoblast precursors express *Ifitm1*, encoding a transmembrane protein that negatively regulates membrane fusion in a virus-cell and cell-cell fusion context (Prelli Bozzo et al., 2021; Xie et al., 2023). For example, in placental development, trophoblast fusion was blocked by expression of the Ifitm proteins, whereas their knockdown promoted fusion (Degrelle et al., 2023; Zani et al., 2019). Building on these findings and our scRNA-seq dataset, we propose a model in which Ifitm1 expression in poorly differentiated muscle precursors acts as a fusion inhibitor, ensuring the precise timing of myofiber formation. This reveals an additional layer of regulatory control over the cell-cell fusion process, governed by the temporal regulation of Ifitm and *Myf5* gene expression. Supporting this model, we demonstrated that Ifitm3 negatively regulates fusion in C2C12 myoblasts.

Our findings provide compelling evidence that challenges the assumption of homogeneity among vertebrate muscle precursors. By identifying transcriptionally distinct cell states within the myocyte population, we reveal a previously unrecognized layer of complexity in early muscle development in vertebrates. Specifically, we demonstrate that the fusogen Mymx is differentially expressed between two co-existing myocyte populations, Mc1 and Mc2, within the somites at E11.5. This transcriptional divergence underscores a previously unappreciated level of complexity in myocyte identity and function during early muscle development.

By integrating predicted differentiation trajectories with transcriptional profiles, we demonstrate that the Mc1 cell population gives rise to Mc2, establishing a hierarchical relationship between these cell populations. Gene expression analysis further delineates their functional roles, with Mc1 characterized by genes associated with muscle differentiation, while Mc2 cells predominantly express genes involved in muscle contraction and structural assembly. This previously unrecognized stratification suggests that muscle progenitors are not a homogeneous population, but instead possess distinct developmental specializations, reinforcing the concept of functional diversity within somites.

The discovery that *Mymx* is downregulated in the terminally differentiated myocytes is a significant observation, given its essential role in myocyte fusion. This finding challenges the conventional view of a homogeneous fusion process and instead supports an asymmetric fusion mechanism, wherein both Mc1 and Mc2 populations are required for the initial fusion. Notably, our finding that both Mc1 and Mc2 express *Mymk*, while only Mc1 express *Mymx* mirrors *in vitro* fusion assays showing that Mymk is required in both fusing cells, whereas Mymx is needed only in one (Millay et al., 2014; Quinn et al., 2017). Our results provide the first *in vivo* evidence for a fusogen-based myocyte state diversity, showing that primary multinucleated myofibers are generated through Mc1-Mc2 fusion.

Notably, since Mymk is essential for hemi-fusion and Mymx is required for pore formation, we propose a model where only Mc1 can open the fusion pore towards Mc2. In contrast, Mc2 is only capable to be on the receiving end of fusion, as it lacks the pore formation potential but retains the ability to fuse (Leikina et al., 2018). This fusion mechanism parallels the first fusion steps observed in *Drosophila* myogenesis where the FCM attacks the FC and not the reverse.

We further demonstrate that only Mc1 cells persist at later stages of myogenesis, where they preferentially localize to the central region of the developing muscle. This finding aligns with observations in chick embryos, where Mymk-expressing mononucleated progenitors predominantly localize at the center of muscle fibers (Esteves de Lima et al., 2022), suggesting a model in which fusion-competent myocytes preferentially fuse in the center of muscle fibers. In contrast, earlier studies suggested that myocyte fusion occurs at the muscle tips; however, these studies did not characterize the identity of the fusing cells. (Zhang and McLennan, 1995). More recent studies have clarified that cells with a dual fibroblast-myoblast identity are responsible for fusion occurring at the muscle tips, specifically contributing to the formation of the myotendinous junction (Esteves de Lima et al., 2021; Yaseen et al., 2021).

Using cell lineage tracing, we further demonstrated that Mc1 cells give rise to Mc2, thereby establishing the mechanisms that directly precede the first myoblast fusion events. This finding suggests the possibility that Mc1 terminally differentiate to form the Mc2 population, creating a building block that serves as the scaffold for subsequent fusion events with Mc1. In this model, Mc2 can be conceptualized as ‘pioneer myocytes’. In support of this idea, Lee et al. (2013) proposed that ‘pioneer myoblasts’ differentiate into myocytes and inhibit the differentiation of surrounding cells in amniote primary myogenesis. This mechanism, revealed through a series of Pax3, Pax7, Myog and myosins immunostaining, is thought to limit the number of primary myocytes formed, ensuring the controlled development of primary muscle fibers . Our finding expands on this concept by implicating Mc2 as functional analogs of ‘pioneer myocytes’ in developing mouse muscles, orchestrating the early phases of myogenesis and establishing a spatial and structural foundation for subsequent fusion events. These findings also highlight the intricate coordination between differentiation and fusion during primary myofiber development.

Finally, given the limited understanding of the regulation of *Mymx* expression, we investigated how its expression is downregulated in Mc2 cells. Previous studies have reported that MYOD1 binds the E-box motifs in the promoter region of *Mymx* (Zhang et al., 2020). We identified Mef2 and Rxrg as two of the most significant transcription factors during the Mc1 to Mc2 myocyte transition. The Mef2 family of genes, including *Mef2a*, has been implicated in muscle differentiation and regeneration (Liu et al., 2014). Similarly, Rxrg is known to play a role in the terminal differentiation of myoblasts (Zhu et al., 2009). We propose a novel regulatory model in which Mef2a is initially expressed and activates *Mymx* transcription, followed by Mef2a downregulation and Rxrg upregulation, which represses *Mymx* expression (Fig. 7).

**Fig. 7.**
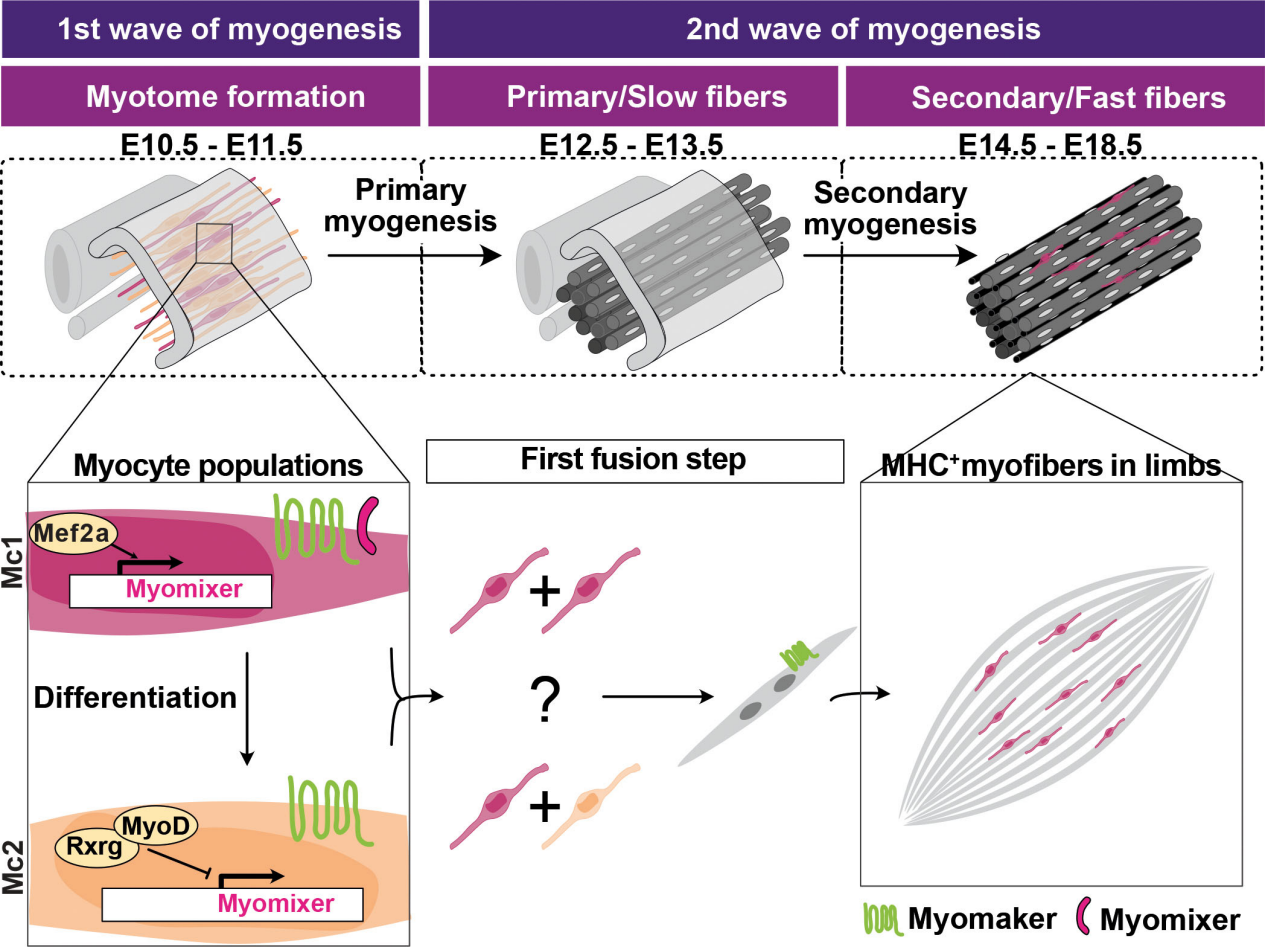
**Schematic of the proposed mechanism of myogenesis in the mouse embryo.** During the first wave of myogenesis, and before the start of myocyte fusion, muscle progenitors form a heterogeneous population composed of the Myocyte 1 (Mc1) and the Myocyte 2 (Mc2). The Mc1, expressing myomixer, differentiate into the Mc2 downregulating myomixer. In the Mc1, Mef2a is expressed and is implicated in the positive regulation of *Mymx* transcription. In the Mc2, Rxrg is expressed and is implicated in the negative regulation of *Mymx*. During the second wave of myogenesis, muscle fibers are formed and only Mc1 are maintained. They reside in between the myofibers and preferably in the central part of the limb muscles. It remains to be determined whether the first fusion step is exclusively asymmetric (Mc1 to Mc2) or whether Mc1 to Mc1 fusion takes place *in vivo*.

Supporting evidence from a zebrafish study revealed that *Mymx* is expressed in fast myoblasts, but not in slow myoblasts, while *Mymk* was expressed in both populations (Yong et al., 2024). Although zebrafish and mammalian myogenesis share similarities, they diverge in key aspects, such as the specific organization of muscle precursors within the zebrafish somites generating slow fibers that are radially arranged around fast fibers. In contrast, the mammalian fiber types are established at later stages of development and are organized in a mixed pattern. Thus, findings from zebrafish cannot be fully extrapolated to the mammalian myoblast fusion. Based on our findings, we speculate that Mc2 play a role in regulating the number of muscle fibers per muscle. We propose that only a limited number of Mc1 cells differentiate into Mc2, thereby setting the foundation to organize primary muscle fibers.

Some questions remain to be explored. For example, how are the characteristics of a specific muscle conferred, and how is the number of fibers per muscle determined? Nevertheless, our findings provide a significant conceptual advancement in understanding embryonic myogenesis in vertebrates and should be considered when developing protocols to generate myogenic cells for treating muscle degeneration diseases.

## MATERIALS AND METHODS

### Single-cell RNA-sequencing

Pregnant C57BL/6 wild-type mice (*Mus musculus*) were euthanized at 9.5 days and 11.5 days post coitum (p.c.). Embryos were extracted and interlimb somites were dissected in a PBS, 1% bovine serum albumin (BSA) filled plate using Dumont #5SF forceps. Somites from three embryos of each embryonic age were aspirated with a wide-bore p200 pipette tip with the surrounding PBS and pooled together in low-bind 1.5 ml tubes. The pooled somites were centrifuged at 100 ***g*** for 2 min at 4°C . Supernatant was aspirated and replaced with 50 µl trypsin (325-043-CL, Wisent Bioproducts) and incubated at 37°C for 15 min. Then 200 µl of fetal bovine serum (FBS; 090150, Wisent Bioproducts) was added, and cells were dissociated by pipetting up and down. Cells were centrifuged at 200 ***g*** for 4 min at 4°C. Cells were washed twice with Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% FBS then manually counted (viability >90%) and filtered with a Flowmi 40 µm tip strainer (H13680-0040, Belart) and subsequently re-counted. Cells were adjusted at 1100 cells/µl and a 150 µl aliquot was sent for analysis using the 10x Chromium Chip (10x Genomics) for library preparation. Sequencing was performed with a High Output (150 cycles) flowcell using Illumina Nextseq 500. Sequence alignment was carried out using Cellranger count (v 3.0.1) with the reference genome mm10-1.2.0. For each sample (E9.5 and E11.5), a total of 10,000 cells were sequenced with ∼30,000 median reads per cell and 3500 median genes per cell.

### Bioinformatic analyses

The Seurat (v 4.0.3) package under R (v4.0.5) (https://www.R-project.org/) was used to perform the clustering analysis on the scRNA-seq dataset (Stuart et al., 2019). The E9.5 and E11.5 datasets were integrated for comparison purposes and the clusters were manually annotated using publicly available databases such as the Mouse Organogenesis Cell Atlas (MOCA; https://oncoscape.v3.sttrcancer.org/atlas.gs.washington.edu.mouse.rna/landing). Only Fig. 1 was based on the integrated E9.5 and E11.5 datasets. For all subsequent figures, the E9.5 and E11.5 were analyzed independently, without using the integrated data. Within each dataset, data were initialized to keep only genes expressed in at least three cells and keep only cells that expressed at least 200 genes. Next, cells were filtered to eliminate duplicates and dying cells (nFeature_RNA>100 and <6500, percent.mt<15), the data were normalized (scale.factor=10,000), the VST method was used to find variable features, and the data were scaled and principal component analysis (PCA) analysis (npc=50) was performed. Next, the cell cycle phase scores were regressed out, and PCA was performed again. The Louvain algorithm was used to cluster the cells, using 18 dimensions and a resolution of 0.4. The clusters were visualized using the non-linear dimensional reduction method, UMAP. Clusters expressing muscle markers (*Pax3*, *Pax7*, *Myf5*, *Myod1*, *Myog* and *Myh3*) were identified, subsetted, normalized, re-scaled then re-clustered, taking into account 15 dimensions and a resolution of 0.4. The shown subclusters represent the direct output of the ‘FindClusters()’ function; no subclusters were merged or manually modified. The scCustomize (v2.1.2) package was used to generate custom violin and feature plots (Marsh et al., 2024). The Monocle3 (v1.0.0) package was used for differentiation trajectory prediction (Qiu et al., 2017). To perform the regulon analysis, we first generated a loom file using Velocyto (v0.17) from the 10x CellRanger output (La Manno et al., 2018). An anndata object was generated from the loom file and the muscle cells were subsetted based on the marker gene expression using scvelo (v0.2.3) (Bergen et al., 2020). The final anndata object was used as input to perform the regulon analysis using the pySCENIC (v 0.11.0) package (Aibar et al., 2017). CellRouter was used to predict key regulators contributing to cell state transitions occurring from Myoblast 1 to Myoblast 2. CellRouter is a trajectory inference tool implemented in the ‘fusca’ (v 1.0.0) package under R (v4.0.3). CellRouter calculates GRN scores to rank transcriptional factors based on their correlation with the pseudotime variable and their predicted targets (Lummertz da Rocha et al., 2018). The CellChat (version 1.6.1) R package was used for ligand-receptor cell communication prediction analysis (Jin et al., 2021).

### Fluorescence *in situ* hybridization

Mouse embryos at E9.5, E11.5 or limbs from E14.5 embryos were dissected and fixed for 15 min in 4% paraformaldehyde. They were then washed thrice with PBS, incubated for 2-4 h in 20% sucrose in PBS, and next embedded in OCT diluted 1:2 in 20% sucrose in PBS. The embryos were then sectioned at a thickness of 10 µm  using a CryoStar NX70 (Thermo Fisher Scientific). Probe hybridization was performed using the reagents from the Multiplex fluorescent kit according to the protocol from the manufacturer (ACD Biotechne Brand). At the end of the protocol, the sections were further incubated with MF20 antibody [AB 2147781, Developmental Studies Hybridoma Bank (DSHB)] in PBS (1:10) for 1 h at 37°C and then with anti-mouse Alexa Fluor 488 (A-21200, Invitrogen) in PBS (1:500) for 30 min at room temperature. For the E9.5 embryos, we used probes against *Ifitm1* and *Myf5* RNAs. For the E11.4 and E14.5 embryos the probes used were against *Mymk* and *Mymx* RNAs. The stained E9.5 sections were imaged using the Leica Stellaris STED microscope. The stained E11.5 and E14.5 embryo sections were imaged using the Zeiss LSM710 confocal microscope.

### Immunofluorescence

Mouse embryos at E9.5, E11.5 or E14.5 embryos were dissected and fixed for 30 min or 1 h in 4% paraformaldehyde. They were then washed thrice with PBS, incubated for 2-4 h in 20% sucrose in PBS, and next embedded in OCT diluted 1:2 in 20% sucrose in PBS. Mouse embryo OCT sections (10 µm) were washed with PBS and blocked with 5% BSA in PBS supplemented with 0.01% saponin for 1 h at room temperature. Antibodies against Mymx (AF4580-SP, R&D Systems; 1:200), MF20 (AB 2147781, DSHB; 1:10) and Ki67 (Abcam, ab16667; 1:200) in the same blocking buffer were added and incubated overnight at 4°C. The slides were counterstained with donkey anti-mouse Alexa Fluor 488 (A-21200, Invitrogen; 1:1000), anti-sheep Alexa Fluor 568 (A-21099, Invitrogen; 1:500), anti-rabbit Alexa Fluor 633 (A-21070, Invitrogen; 1:500). Images were acquired using a Zeiss LSM710 confocal microscope.

### Molecular cloning

For the luciferase reporter vectors, the highlighted promoters in Fig. S5 were cloned from a mouse genomic DNA preparation using primers listed in Table S3. The DNA fragments generated were then inserted using KpnI and XhoI restriction enzymes into the pGL4.10-Luc2 luciferase reporter plasmid (Promega). The clones were sequenced to verify the lack of mutations. For protein expression we used the MyoD-myc vector (Addgene plasmid #8399). MyoG-myc sequence (NM_0311892) flanked by attB sites was inserted into pDONR™221 vector via recombination. The gateway cloning technique was used to insert MyoG from the pDONR-MyoG vector into the pCS-pDEST-6Myc vector (Addgene plasmid #13070). For Rxrg-flag, sequence (NM_009107.3) flanked by attB sites was inserted into pDONR™221 vector via recombination. The gateway cloning technique was used to insert Rxrg from the pDONR-Rxrg vector into the pcDNA-pDEST-FRT-3xflag-Cterm vector (Addgene plasmid #52505).

### Immunoprecipitation

HEK293T cells (tested negative for mycoplasma contamination) were transfected using polyethylenimine (23966-1, Polysciences) with the vectors expressing MyoD-myc, MyoG-myc and Rxrg-flag. Then, 48 h after transfection, cells were incubated with DSP solution at 1 mM [dithiobis(succinimidylpropionate), 22585, Thermo Fisher Scientific] for 30 min at room temperature to crosslink protein-protein interactions then with the stop solution (10 mM Tris, pH 7.5) for 15 min on ice to quench the reaction. Cells were lysed in NP40 lysis buffer (150 mM NaCl, 50 mM Tris, pH 7.5, 1% NP40) and 1 mg of proteins was incubated with 2 µg of mouse monoclonal myc-tag antibody (sc-40, Santa Cruz Biotechnology) bound on 40 µl of protein A agarose beads (15918-014, Invitrogen) at 4°C for 16 h. Beads were washed three times with NP40 lysis buffer, resuspended with Laemmli buffer (5% SDS, 0.1 mM Tris, pH 6.8, 140 mM β-mercaptoethanol, 25% glycerol) and heated at 95°C for 5 min to elute and denature the bound proteins. A quarter and three quarters of the elution were loaded on separate acrylamide gels for western blotting to look for the immunoprecipitated and the co-immunoprecipitated proteins, respectively. Membranes were incubated with a Rabbit myc-tag antibody (2272, Cell Signaling Technology; 1:1000) or anti-flag-HRP (A8592, Sigma-Aldrich; 1:10,000).

### Cell culture and RNA interference

C2C12 and HEK293T (tested negative for mycoplasma contamination) cells were maintained in DMEM supplemented with 20% and 10% fetal bovine serum (FBS), respectively, and 1% penicillin/streptomycin. C2C12 cells were plated in 12-well plates. Once they reached 90% confluency, they were switched to differentiation medium (DMEM supplemented with 2% horse serum and 1% penicillin/streptomycin) and transfected with 15, 25 or 50 ng of ON-TargetPlus siRNA SMARTpool for Mouse Rxrg (L-055799-01-0005, Dharmacon), Mef2a (L-041004-00-0005, Dharmacon) or Mef2c (L-041114-00-0005, Dharmacon) using the DharmaFECT1 reagent (T-2001-03, Dharmacon) following the manufacturer's protocol. For *Ifitm3* RNA interference, Qiagene GeneGlobe GS66141 (#1027416) was used. Cells were transfected again 48 h after the first transfection. After 96 h in the differentiation media, cells were lysed for RNA and protein analysis. For *ex vivo* cultures, somites we dissected from E11.5 embryos, dissociated and incubated overnight in DMEM supplemented with 20% FBS and 1% penicillin/streptomycin to adhere. They were next fixed and processed for immunostaining.

### RNA extraction and quantitative real-time PCR analysis

RNA was extracted using the Qiagen RNeasy minikit (74106). DNA was digested using DNase (79254, Qiagen). A total of 1 μg of RNA was reverse transcribed using the High-Capacity cDNA reverse transcription kit (4368814, Applied Biosystems). Quantitative real-time PCR was performed using PowerUp SYBRGreen Master mix (A25741, Applied Biosystems) in a ViiA7-96 machine. The delta-CT were normalized using the beta-actin levels. The primers used are listed in Table S3.

### Luciferase assay

C2C12 cells (tested negative for mycoplasma contamination) were plated in 24-well plates at a 50% confluence, transfected the same day using Lipofectamine 2000 reagent (11668019, Thermo Fisher Scientific) and incubated overnight. Triplicate wells were transfected with a total of 2 μg of DNA: Luciferase reporter plasmid (1 µg), the transcription factor of interest (between 15 and 500 ng) and the total was adjusted to 2 µg with an empty vector. The next day, the transfection media was replaced with media containing 1 μM 9-cis-retinoic acid (R4643, Sigma-Aldrich). Then, 36 h after transfection, cells were washed, lysis buffer was added (200 mM Tris, pH 7.5, 100 mM NaCl, 0.125% Triton) and cells were subjected to one freeze/thaw cycle. The lysate was used for the luminescence assay in a 96-well plate injected with the firefly luciferase assay buffer [100 mM Tris, pH 7.5, 10 mM DTT (DB0058, Bio Basic), 0.2 mM Coenzyme A (CAS 55672-92-9, Santa Cruz Biotechnology), 0.30 mM ATP (A7699-1G, Sigma-Aldrich) and 2.8 mg/ml luciferin (E1605, Promega)]. The luminescence was measured using the Promega GloMax 96 Luminometer.

### Statistical analysis

Statistical tests were performed using GraphPad Prism 9.5.1 software. Details of the statistical tests used are provided in the corresponding figure legends. No data were excluded. For imaging and quantification, samples were anonymized.

### Generation of Mymx-T2A-Cre mouse line

For construction of the ssAAV2/1-Mymx-T2A-Cre donor plasmid, a commercially synthetized DNA fragment (GenScript) containing T2A-SV40NLS-Cre cassette flanked by homology arms (5′=200 bp and 3′=236 bp) has been inserted into ssAAV destination vector containing AAV2 ITRs using Gibson cloning. Production and purification of recombinant ssAAV2/1-Mymx-T2A-Cre vector have been performed by the Canadian Neurophotonics Platform Viral Vector Core Facility (RRID:SCR_016477). The Mymx-T2A-Cre knock-in mouse line was generated via CRISPR-Cas9 technology following the CRISPR-READI procedure, to have a T2A sequence and a Cre recombinase gene inserted immediately upstream of the translational stop codon of the *Mymx* gene (Chen et al., 2019).

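Mymx lies on the minus strand of chromosome 17 in GRCm38, from 45600971 to 45602102, and GENCODE M21 gives it 4 transcripts of 2 exons each. In all 4 the stop codon is in exon 2, at 45601417 to 45601419. The guide RNA of the supplementary oligonucleotide list, CGGCTCCAAAAGTACTTTGA, matches the opposite strand to the transcript in exon 2, at 45601367 to 45601386, with TGG as the adjacent motif next to its 3′ end. This site lies downstream of the stop codon, in the 3′ untranslated region of every annotated transcript, and the transcript reads TCAAAGTACTTTTGGAGCCG there.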

Briefly, C57BL/6J zygotes were infected for 5 h in a 20 μl droplet of Advanced KSOM containing 3.6E12 GC/ml of ssAAV2/1-Mymx-T2A-Cre, at 37°C with 95% humidity and 5% CO_2_. AAV-transduced zygotes were electroporated with pre-assembled RNPs containing sgRNA (Integrated DNA Technologies) at 9.6 μM and Alt-R S.p. HiFi Cas9 Nuclease V3 (Integrated DNA Technologies) at 8 μM (Chen et al., 2019). CRISPR-Cas9 guide RNA design tool from Integrated DNA Technologies were used to select gRNA. Treated zygotes were then surgically transferred into the oviducts of pseudopregnant CD1 females. Founder mice were identified by transgene-specific PCR and bred with wild-type C57BL/6J mice to establish the colony. Transgene-specific and junction PCRs followed by Sanger sequencing were performed on F1 mice. Experiments described were approved by the Animal Care Committee of the Institut de Recherches Cliniques de Montréal (protocol 2021-09 YK). The sequences of all primers used are listed in Table S3.

## Supplementary Material

10.1242/develop.204771_sup1 Supplementary information

Table S2. List of differentially expressed genes (DEGs) of the muscle populations in E11.5 embryos.

# Supplementary material for: Differentially expressed fusogens specify myocyte states to drive myogenesis
**Source:** Development. 2025 Sep 30;152(19):dev204771. doi: 10.1242/dev.204771
**Supplement:** Supplementary information

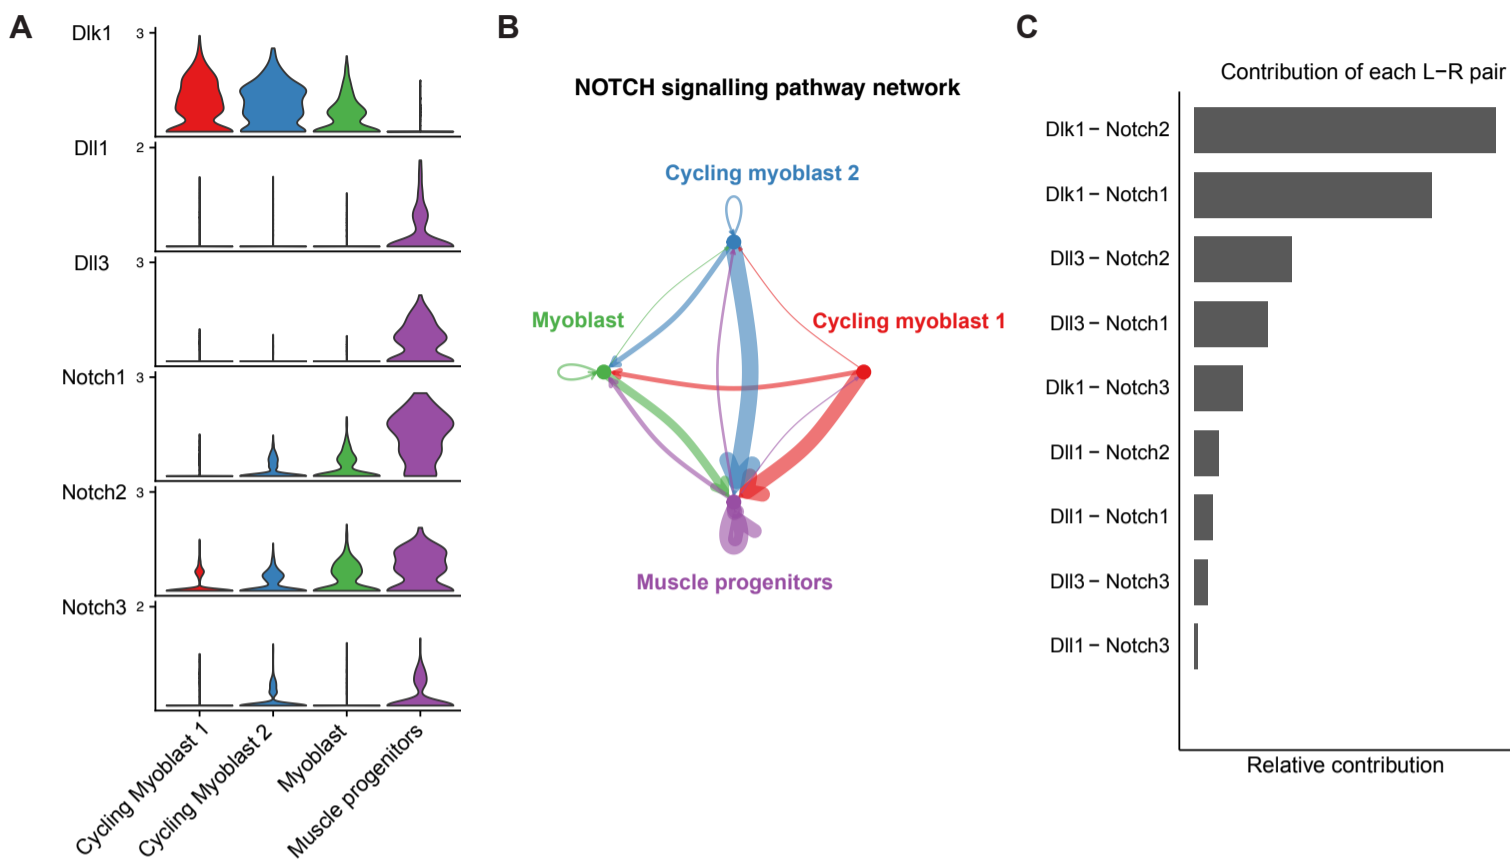

**Fig. S1. The E9.5 progenitor populations likely communicate through the Notch signaling pathway.**

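In the E9.5 counts, Dll1, a further Notch ligand, had 79 UMIs in the muscle precursor-like and 40 in the myoblast-like cells, 43.7 (95% interval 34.6 to 54.4) and 9.71 (95% interval 6.94 to 13.2) UPM, a log2 ratio of 2.17 (95% interval 1.60 to 2.76). Cycling myoblasts 1 and 2 had 10.4 and 11.6 UPM of Dll1.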

(A) Violin plot showing the expression levels of the Notch signaling members in E9.5 muscle progenitors. (B) CellChat analysis showing the predicted communication direction between the progenitor populations *via* the Notch signaling pathway. The arrow line thickness represent confidence in the communication. (C) Bar graph showing the relative contribution of each receptor-ligand pair in the predicted communication between the population under the Notch pathway.

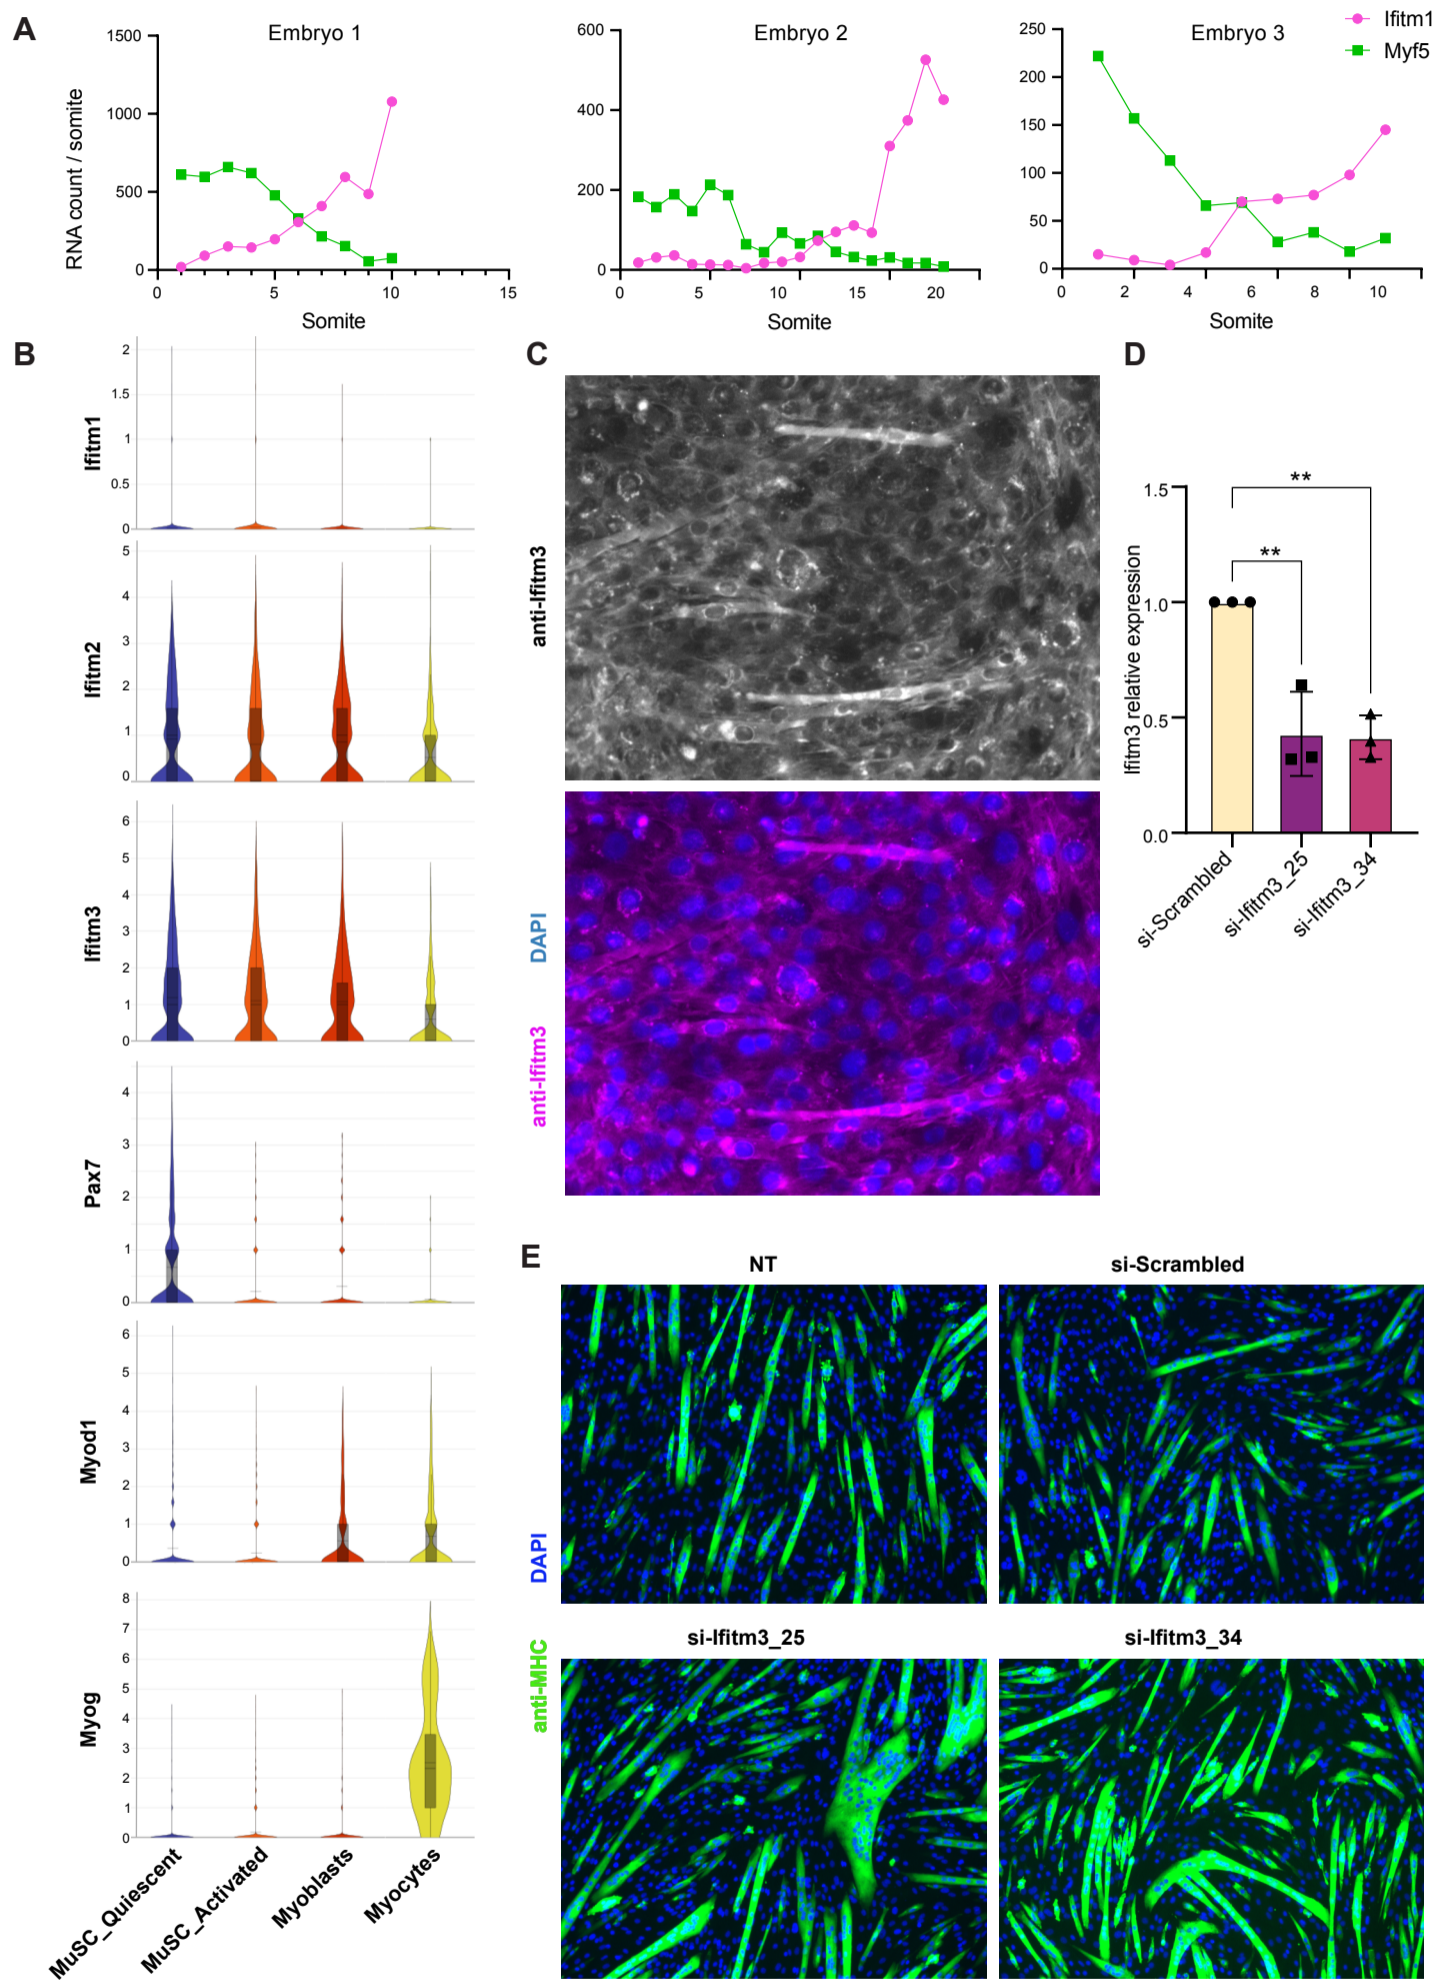

**Fig. S2. *Ifitm* genes expression in adult muscle cells.**

(A) Quantification of *Myf5* and *Ifitm1* RNA counts per somite using the fluorescent *in situ* hybridization in E9.5 embryo sections. Somite number 1 represent the first visible somite in the anterior part of the embryo section. (B) *Ifitm2* and *Ifitm3* expression is higher in Quiescent and activated MuSCS and, myoblasts compared to Myocytes. *Ifitm1* gene is not expressed by adult myogenic cells. Myogenic and myofiber cells were selected from the scMuscle Atlas and dimensionally reduced with PHATE. The PHATE algorithm separated cells along the differentiation axis to visualize gene expression. Analyzed data from (McKellar et al., 2020). (C) Immunofluorescence showing the expression of Ifitm3 in C2C12 differentiated for 24h. (D) qPCR analysis of the *Ifitm3* expression levels in C2C12 transfected with siRNA targeting *Ifitm3*. n=3 independent experiments. The  $2^{-\Delta\Delta CT}$  method was used to calculate the relative fold change which was normalized against Gapdh expression. For the statistics, the ordinary one-way ANOVA-multiple comparisons was performed between the control and the treated conditions. Data represents mean  $\pm$  SD. ns: non-significant. \* $<0.05$ , \*\* $<0.01$ , \*\*\* $<0.001$ . (E) Immunofluorescence against MHC in Ifitm3 depleted C2C12.

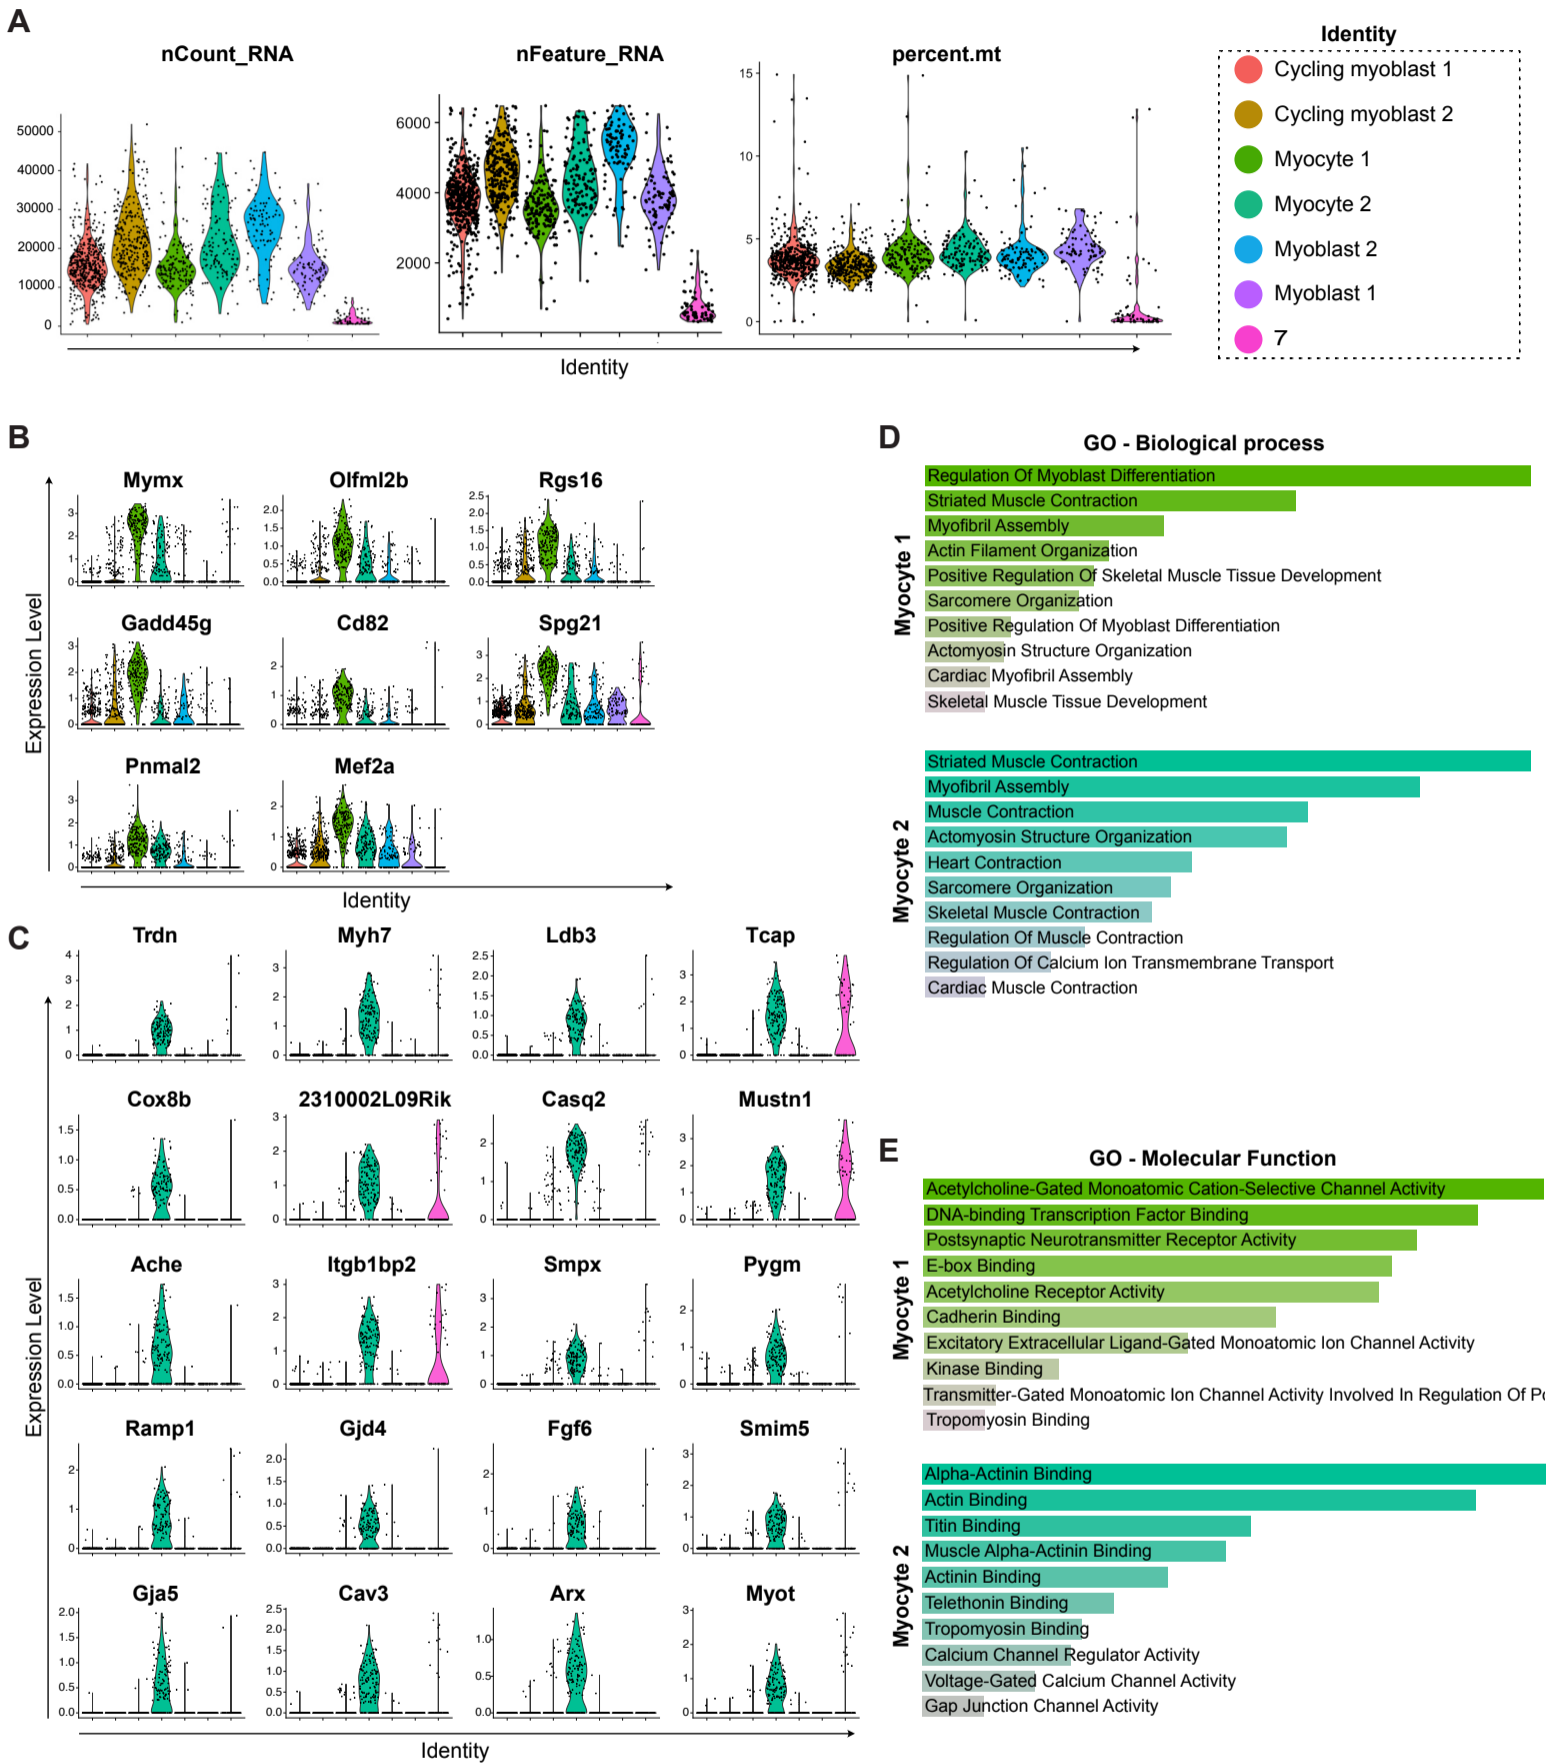

**Fig. S3. Mc1 and Mc2 marker analysis shows Mc2 are more mature than Mc1.**

(A) Violin plots of quality control counts: RNA count, feature/gene count, mitochondrial genes count. 

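Violin plots of this kind show, per cluster, the spread over cells of the UMI total, the number of genes with a UMI and the share of mitochondrial UMIs. Among the cells kept here, median mitochondrial shares per cell were 3.35% in cycling myoblasts 2, 3.91% in myoblast 1-like, 4.02% in Mc1-like and 4.11% in Mc2-like cells. In the cluster of low UMI counts the median was 0.126%.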

(B) Violin plot of Myocyte 1 (Mc1) marker genes. 

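Beside the genes of the main text, Spg21 had a log2 ratio of -2.23 (95% interval -2.36 to -2.10) between Mc2-like and Mc1-like cells and Tnnc2 one of 3.57 (95% interval 3.48 to 3.67). Tnnc2 stood at 405 UPM in Mc1-like and 4820.4 in Mc2-like cells.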

(C) Violin plot of Myocyte 2 (Mc2) marker genes. (D-E) Gene ontology analysis showing biological process (D) and molecular function (E) for Mc1 and Mc2 populations.

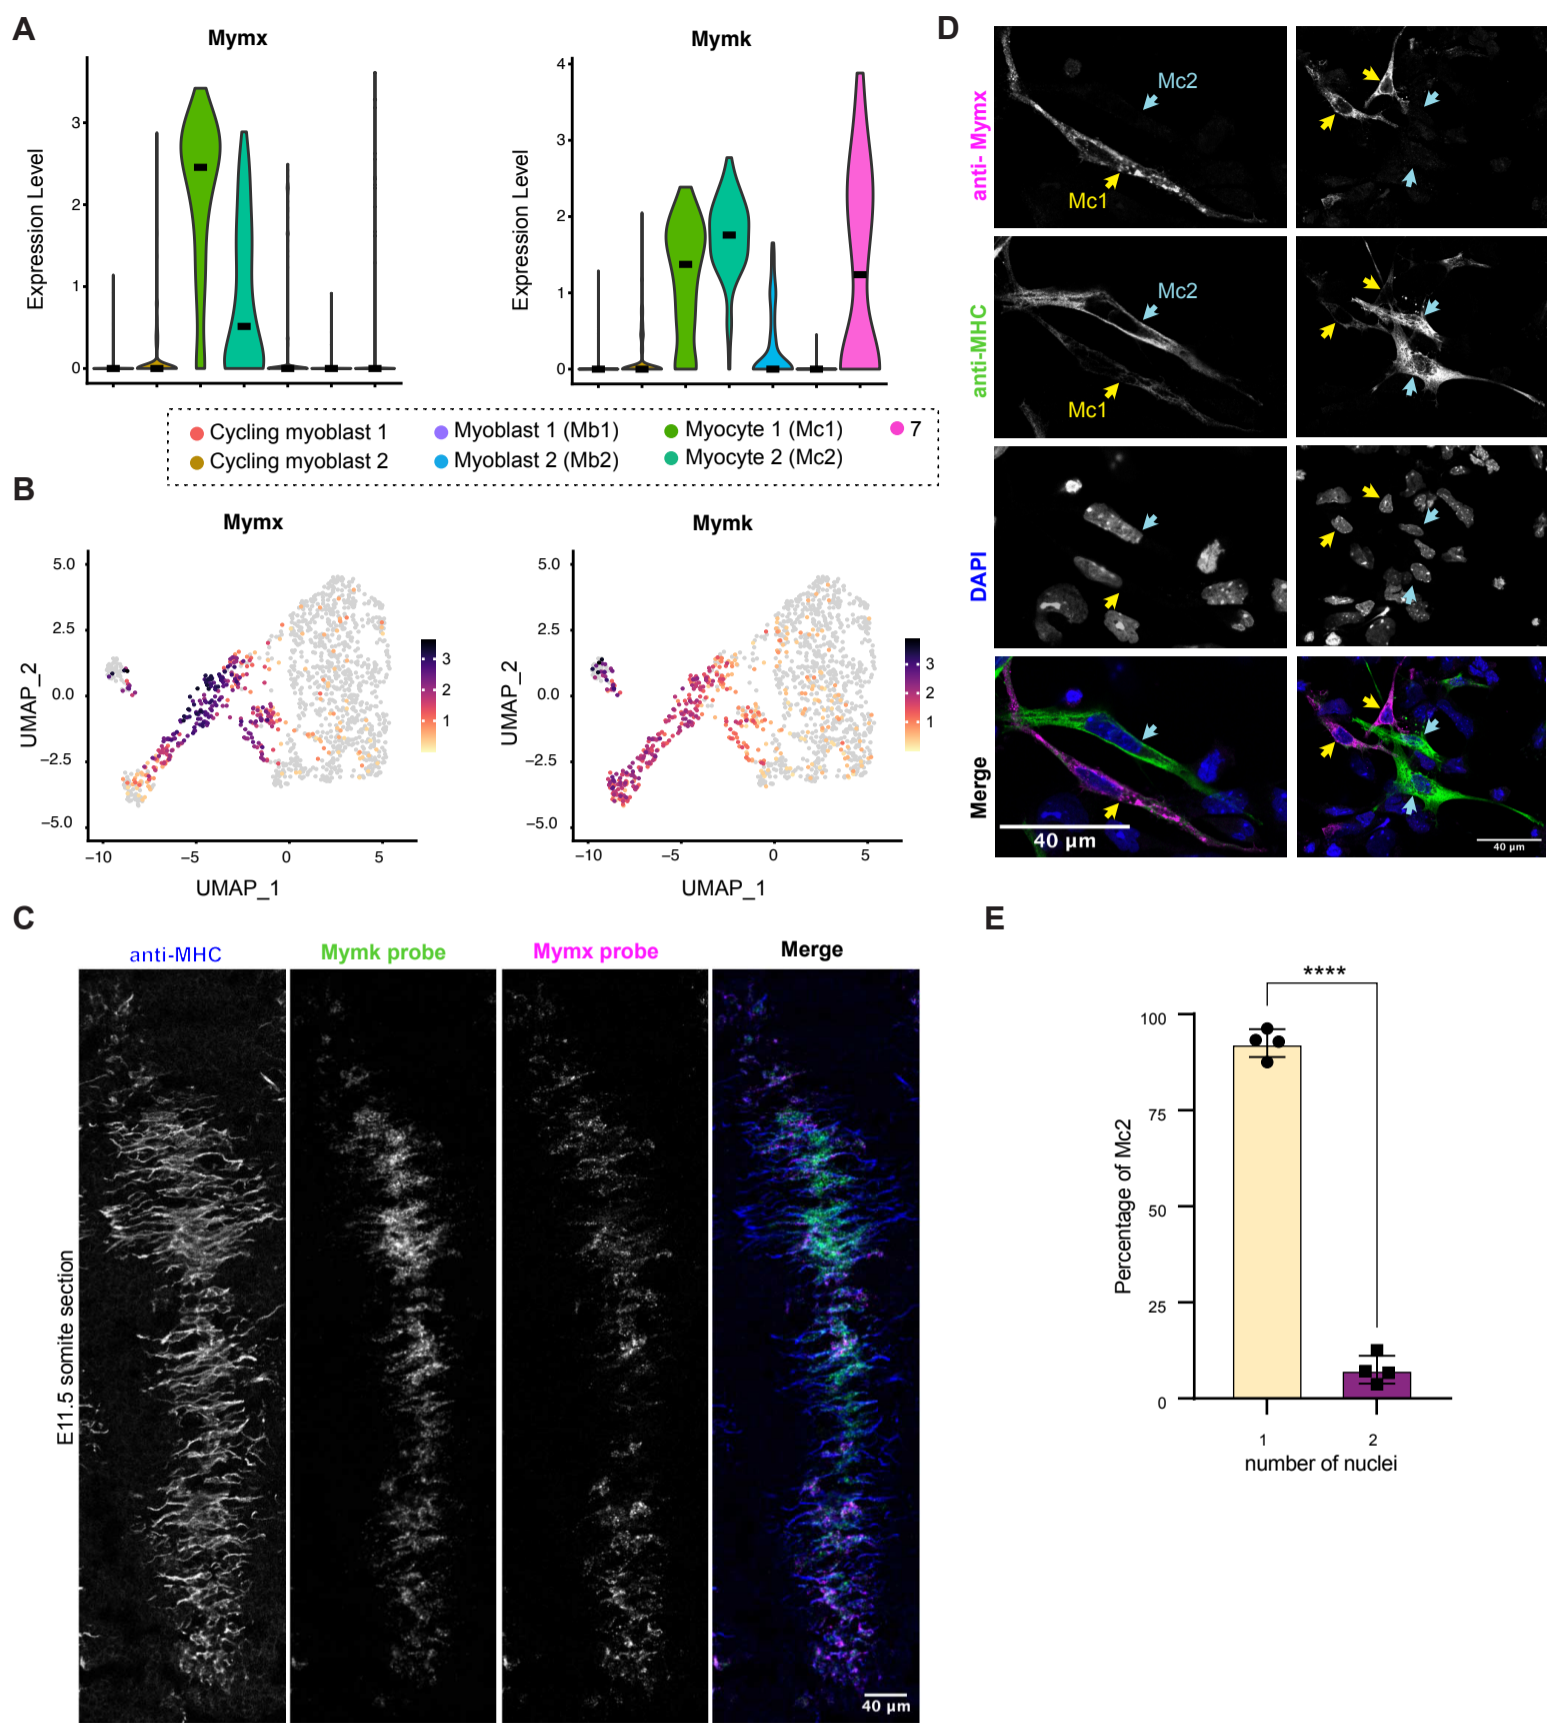

**Fig. S4. Mc1 and Mc2 are mononucleated.**

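Outside the myocyte-like clusters of E11.5, Mymx had 58.7 (95% interval 54.1 to 63.5) UPM in cycling myoblasts 2, 4.32 (95% interval 2.64 to 6.68) in myoblast 1-like cells and 161 (95% interval 146 to 177) in myoblast 2-like cells, the cluster in which most cells were called doublets. Mymk had 25.4, 8.21 and 59.3 UPM there. Of the cycling myoblasts 2, 17.7% had a Mymx UMI and 21.1% a Mymk UMI, against 0.952% and 0% of endothelial-like cells (median 11154 UMIs). The Mymx level depended on the clustering. At resolution 0.8 the 241 cells named cycling myoblast 2-like held 11.4 (95% interval 8.72 to 14.7) UPM of Mymx. There, 41 of the cycling myoblasts 2 of resolution 0.4 lay in the smaller Mc1-like cluster, which held 572 UPM.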

(A) Violin plots and Feature plots (B) showing the expression levels of *Mymx* and *Mymk* in E11.5 myogenic populations. (C) Fluorescent *in situ* hybridization (same biological samples from Fig. 3G, shown here as single channels) showing the specificity of *Mymk* (green) and *Mymx* (magenta) staining in a whole somite section at E11.5. MHC (blue) is stained with MF20 antibody. (D) Immunostaining with anti-MHC and anti-Mymx on *ex vivo* dissociated somite cells from a E11.5 embryo. Mononucleated Mc1 and Mc2 were observed in at least 3 independent embryo preparations. (E) Quantification of the percentage of mono- and bi-nucleated Mc2 cells in *ex vivo* cultures of dissociated somite cells from E11.5 embryos. Unpaired t test was performed. Each point on the graph represents an independent embryo (n=4). Data represents mean  $\pm$  SD and p-value \*\*\*<0.001.

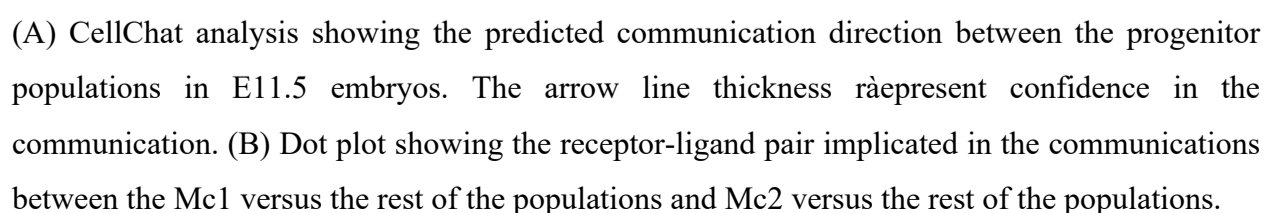

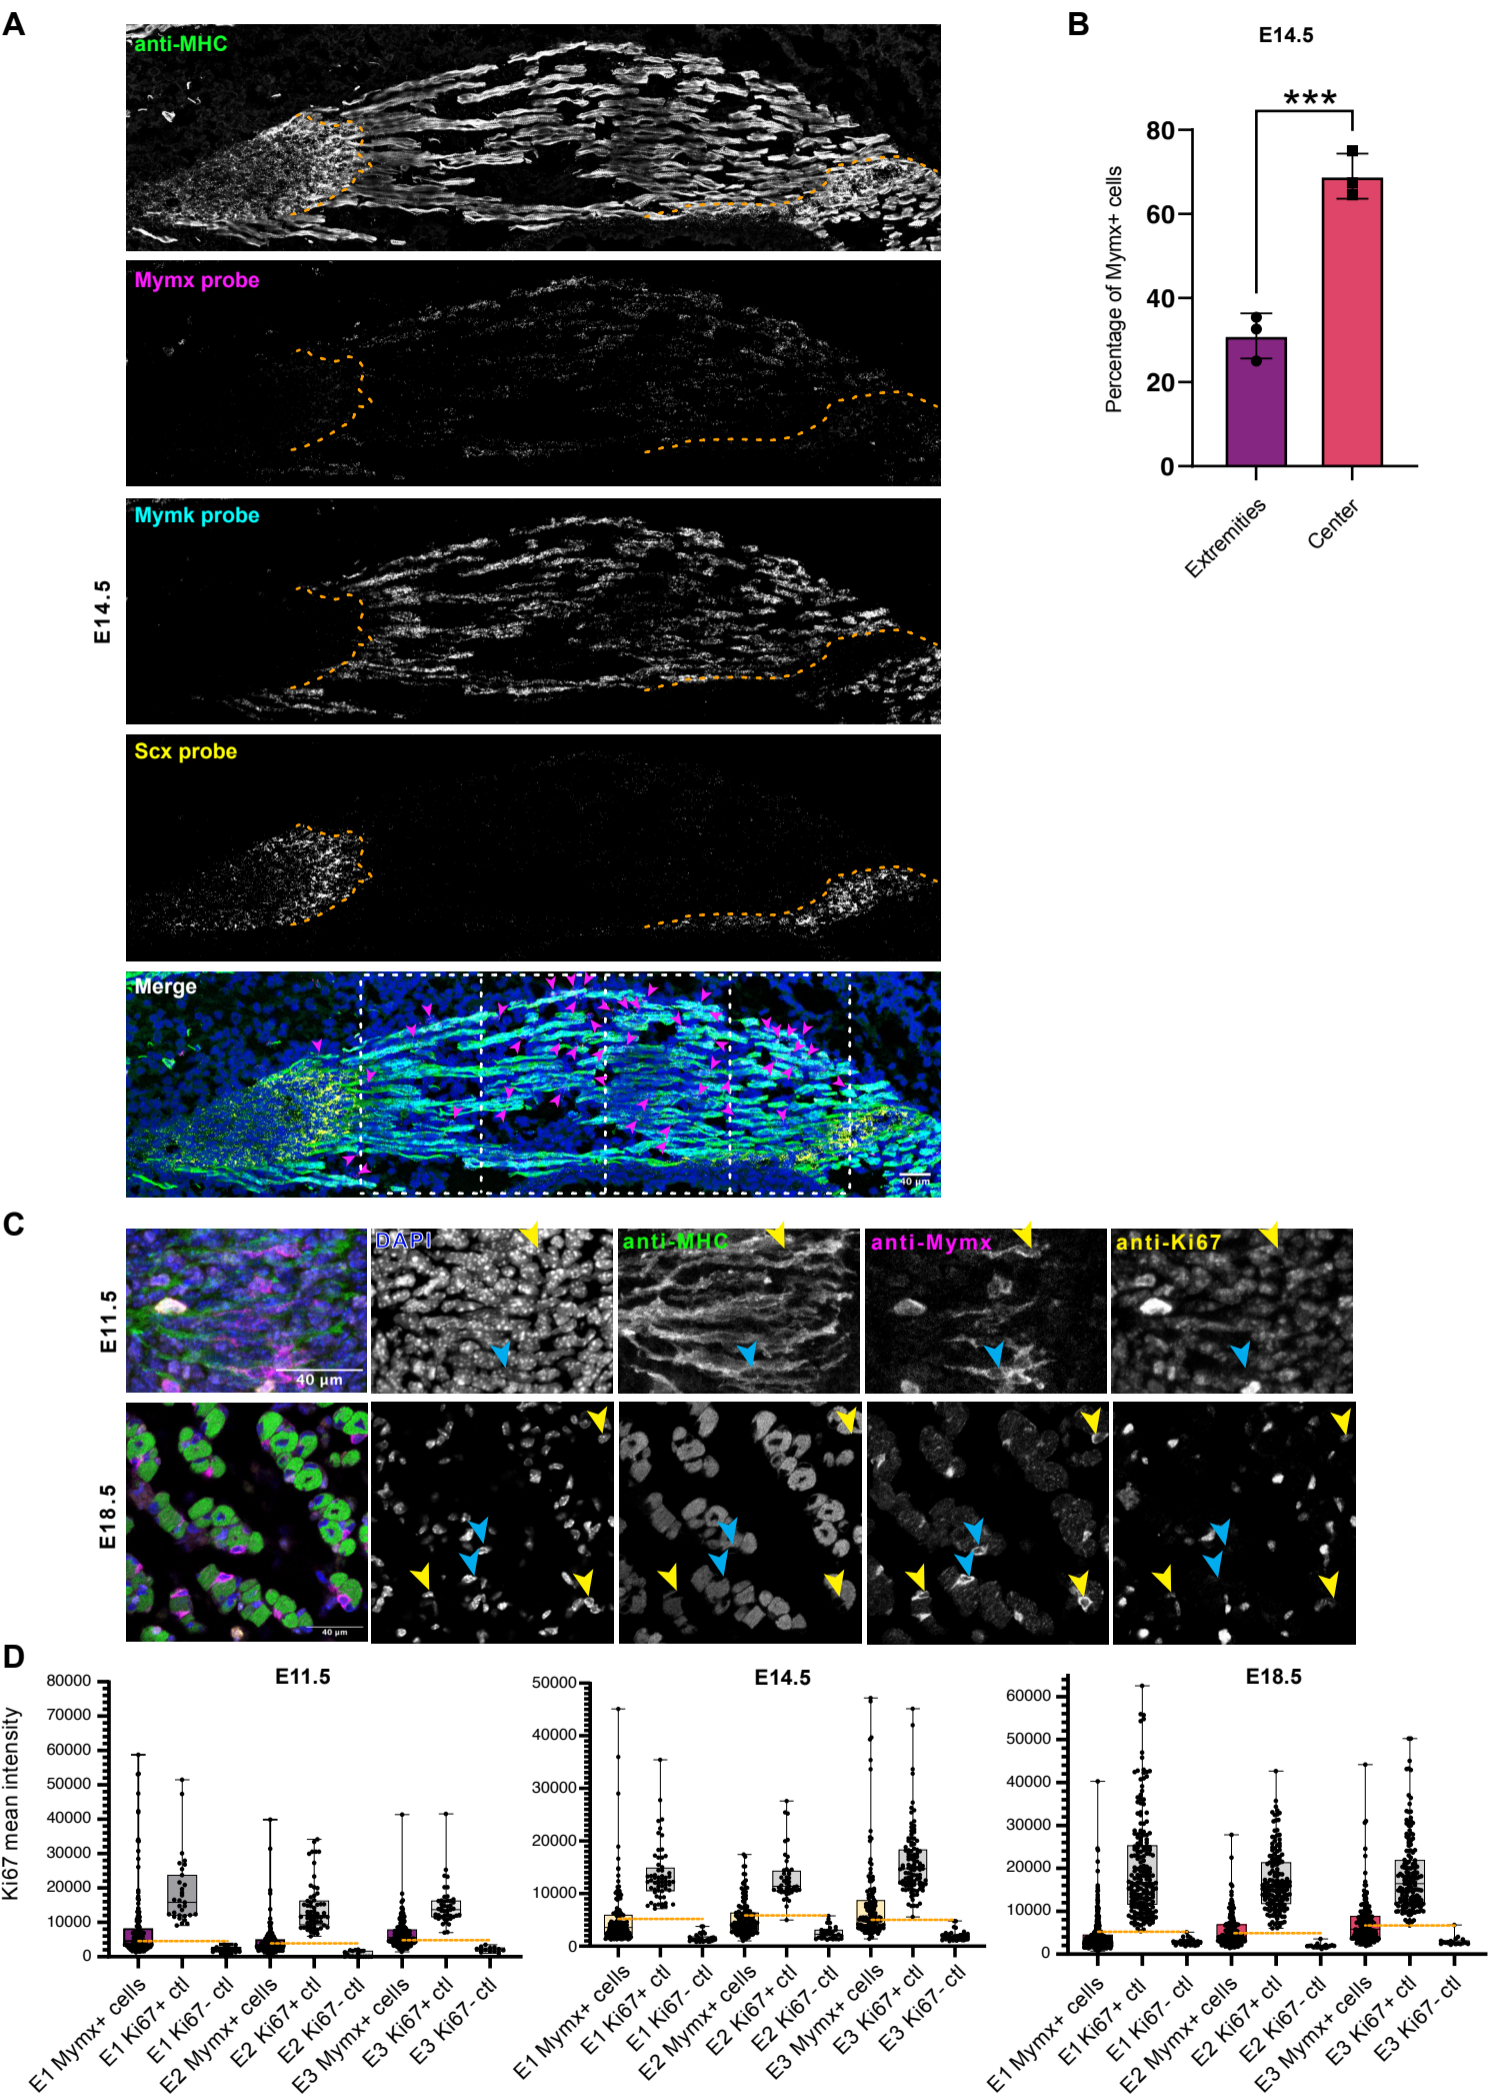

**Fig. S6. The Myocyte 1 are proliferative and positioned in the middle section of the muscle.**

(A) Immunostaining against MHC and *in situ* hybridization against Mymx, Mymk and Scx (tendon marker) in limb muscle sections of E14.5 embryos. (B) Quantification of Mymx positive cells position in the E14.5 limb muscle. The muscle was divided into 4 equal parts and Mymx positive cells were counted in each square. The counts in the squares at the extremities were added together and the same was done for the center squares. Each point on the graph represents an independent embryo (n=3). Welch's t test was performed. Data represents mean  $\pm$  SD and p-value \*\*\*<0.001. (C) Immunostaining against MHC, MYMK and Ki67 in sections from embryos aged E11.5 and E18.5. (D) Quantification detail for Ki67 immunostaining in E11.5, E14.5 and E18.5. Mean fluorescence intensity was measured for nuclei (identified by tracing around DAPI staining) in the Ki67 channel. To set a threshold (orange dotted line), internal positive and negative controls were quantified. Finally, the Ki67 signal was measured for MYMX+ cell nuclei. E1, E2 and E3 represent the separate embryos for each stage.

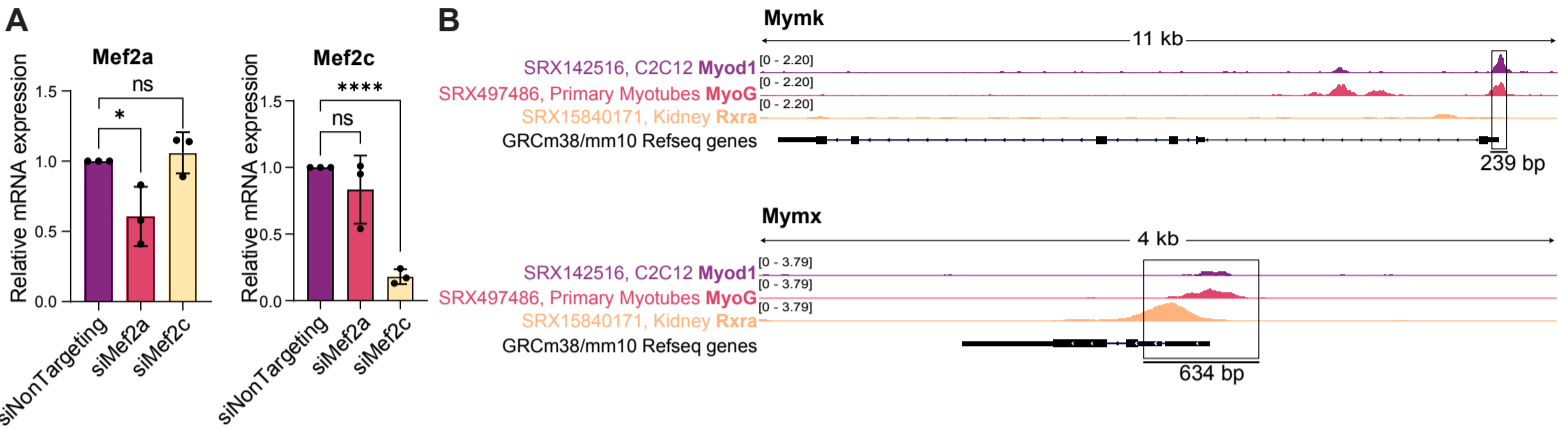

**Fig. S7. Validation of Mef2 Knockdown and graph of publicly available ChIP data.**

(A) qPCR analysis of *Mef2a*, *Mef2c* expression levels in C2C12 transfected with siRNA targeting *Mef2a* and *Mef2c*. n=3 independent experiments. The  $2^{-\Delta\Delta CT}$  method was used to calculate the relative fold change which was normalized against  $\beta$ -actin expression. Each dot represents an independent experiment (n=3). The ordinary one-way ANOVA-multiple comparisons was performed between the control and the treated conditions. Data represents mean  $\pm$  SD. ns: non-significant. \* $<0.05$ , \*\* $<0.01$ , \*\*\* $<0.001$ . (B) Chromatin immunoprecipitation and sequencing analysis of publicly available datasets for MYOD1 in C2C12, MyoG in primary myotubes and RXR $\alpha$  in Kidney cells. Regions containing *Mymk* and *Mymx* are shown. MYOD1 and MYOG peaks align on the *Mymk* and *Mymx* promoters respectively. A RXR $\alpha$  peak is present in the first *Mymx* intron. The underline represents the cloned genomic region.

**Table S1. Mean percentage of gene expression in the myoblast populations 1 and 2.** Calculated from the integrated dataset presented in Fig. 1.

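Table S1 gives, for Pax3, Pax7 and Myf5, the mean over the paper's 2 myoblast populations of the share of cells with a transcript. Such a share grows with the depth per cell and contains a background from free RNA in the droplets. The integrated myoblast-like cells were in 1 cluster here, so the shares are over 1357 E9.5 and 1290 E11.5 cells. In a mean over clusters, each cluster counts alike whatever its size. At resolution 0.8, 1436 and 71 E9.5 cells lay in the 2 myoblast-like clusters, with Myf5 in 25.6% and 46.5% of them. The mean of the 2 shares, added after the values were seen, changed between the stages by -45.6 percentage points for Pax3, 18.9 for Pax7 and -4.62 for Myf5. Where a gene had to have at least 2 UMIs to count as detected, the change from E9.5 to E11.5 was 21.0 percentage points for Pax7 and 22.7 points for Myf5.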

|             | E9.5 | E11.5 |
|-------------|------|-------|
| <i>Pax3</i> | 76.1 | 59.9  |
| <i>Pax7</i> | 8.7  | 43.5  |
| <i>Myf5</i> | 58.6 | 47.1  |

**Table S2. List of differentially expressed genes (DEGs) of the muscle populations in E11.5 embryos.**

The markers of the clusters in Fig. 3 were found using the FindAllMarkers() function of the Seurat R package. Clusters are numbered as follows: Cluster 0 = Cycling myoblast 1, Cluster 1 = Cycling myoblast 2, Cluster 2 = Myocyte 1, Cluster 3 = Myocyte 2, Cluster 4 = Myoblast 2, Cluster 5 = Myoblast 1, Cluster 6 = Technical artifact cluster (re-named cluster 7).

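The paper's FindAllMarkers test treats each cell as an observation. The columns used here were its average log2 fold change and its share of cells with a transcript in the cluster, pct.1. For Rxrg in Mc2 the table reports an average log2 fold change of 1.63 and a share of 91.7%, and the clusters built here gave 1.64 on the same scale. For Mef2a in Mc1 the paper reports 1.48 and 95.2%, and the value here was 1.48. The same library and the paper's own markers lie behind both, so this closeness is not independent support.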

Table S3. Oligonucleotide primers.

| Name            | Sequence                                               | Purpose                           |
|-----------------|--------------------------------------------------------|-----------------------------------|
| mIfimt3-F       | TGCCTACTCCGTGAAGTCTA                                   | Quantitative PCR                  |
| mIfitm3-R       | GTGTGAAGGTTTTGAGCGTT                                   | Quantitative PCR                  |
| Mymk_prom_fw    | CATCATGGTACCTGGGGAGAAG                                 | Cloning                           |
|                 | GTGGTAAAGGCC                                           |                                   |
| Mymk_prom_rev   | GATATCCTCGAGGAGAGAGAGAGA<br>GAGAGAGAGAGAGAGAGAGAGAATAT | Cloning                           |
| Mymx_prom_fw    | CATCATGGTACCCACTCACTGTTA<br>TCACAGATGGGAAGGGA          | Cloning                           |
| Mymx_prom3_rev  | GATATCCTCGAGAACACAGCTTAG<br>CTTCATCTGAGGTGTCAC         | Cloning                           |
| Myomaker_fw     | ATCGCTACCAAGAGGCGTT                                    | Quantitative PCR                  |
| Myomaker_rev    | CACAGCACAGACAAACCAGG                                   | Quantitative PCR                  |
| Myomixer_fw     | CTGAGCTCCCAAGACATGAG                                   | Quantitative PCR                  |
| Myomixer_rev    | TGGAGGCCTCTCCAGAAT                                     | Quantitative PCR                  |
| Mef2a_fw        | CACGCATAATGGATGAGAGGAA                                 | Quantitative PCR                  |
| Mef2a_rev       | CAGAGCACACTGAGTTCATAGG                                 | Quantitative PCR                  |
| Mef2c           | AGGACAAGGAATGGGAGGATA                                  | Quantitative PCR                  |
| Mef2c_rev       | TGTTGAAGCCAGACAGAGATG                                  | Quantitative PCR                  |
| Beta-actine_fw  | CCTAGGCACCAGGGTGTGAT                                   | Quantitative PCR                  |
| Beta-actine_rev | GCCTCGTCACCCACATAGGA                                   | Quantitative PCR                  |
| sgRNA           | CGGCTCCAAAAGTACTTTGA                                   | CRISPR-READI Mymx-T2A-Cre         |
| Cre_fw          | AGGTGTAGAGAAGGCACTTAGC                                 | Genotyping transgene Mymx-T2A-Cre |
| Cre_rev         | TCAATCGCCATCTTCCAGCAGG                                 | Genotyping transgene Mymx-T2A-Cre |

|                |                         |                                     |
|----------------|-------------------------|-------------------------------------|
| 5'junction_fw  | CGTGCCTGAGGTACAGTCTAA   | Genotyping 5' junction Mymx-T2A-Cre |
| 5'junction_rev | TCAATCGCCATCTTCCAGCAGG  | Genotyping 5' junction Mymx-T2A-Cre |
| 3'junction_fw  | AGGTGTAGAGAAGGCACTTAGC  | Genotyping 3' junction Mymx-T2A-Cre |
| 3'junction_rev | GTAGACGGGACAGTTTGGATTTA | Genotyping 3' junction Mymx-T2A-Cre |

How the deposited data were processed for this re-analysis (not part of the article)

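Single-cell RNA sequencing was done on inter-limb somites of mouse embryos at E9.5 and at E11.5, with 3 embryos pooled into 1 library at each stage. According to the methods of the authors, 10x Genomics Chromium libraries were aligned to the mouse reference mm10 with Cell Ranger count 3.0.1, which counted UMIs per gene and barcode. The deposited values are these raw UMI counts of the barcodes that Cell Ranger called cells, as deposited by the authors without normalization, for 27998 genes. They were checked to be whole numbers, and the cells that the authors later filtered out are still among them.

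Counts were read into R 4.3.3 with Seurat 5.3.0. Genes found in fewer than 3 cells were left out, as were cells with under 200 or at least 6500 genes or with at least 15% mitochondrial UMIs, as in the paper. This removed 270 of the E9.5 barcodes and 572 of the E11.5 barcodes. The cells kept had a median of 12462 UMIs at E9.5 and 12479 at E11.5, and a median of 3470 and 3622 genes.

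Counts were log-normalized to 10000 UMIs per cell, 2000 variable genes were chosen per library with the vst method, cell cycle scores were regressed out of the whole data, and 50 principal components were computed. Cells were clustered with the Louvain method on 18 dimensions at resolution 0.4, in each library alone and after integration by anchors over 30 dimensions. Muscle clusters of each library alone were clustered again with 15 dimensions at resolution 0.4 without regression of the cell cycle. The 50 gene symbols taken from the paper were left out of the clustering features, the cell cycle lists and the naming, which left 1958 features in the E9.5 subset and 1955 in the E11.5 subset. Clusters were named by marker lists fixed in advance, from the mean over each list of levels standardized across clusters and from the leading genes of the cluster, and named as like a population of the paper. Lists for the whole data came from general knowledge of embryonic cell types. Those for the muscle subsets came from the paper's own markers outside the 50 symbols, found in the same cells. A muscle cluster was left unnamed where its 10 leading genes held more markers from the list of another tissue than from its own list, or where its UMI counts were low. The list for myoblast 2 holds mesenchymal genes, so a cluster led by such genes could take that name, and the E9.5 cycling myoblast 1-like cluster kept its name with as many markers of its own list as of the endothelial list. A cluster with no gene of its own list among its leading genes kept its name if the lists of other tissues had none either.

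UMIs of a gene were summed over the cells of a class and divided by all UMIs of the class. Exact 95% Poisson intervals were computed for these levels, exact intervals of the ratio of 2 Poisson counts for log2 ratios and Clopper-Pearson intervals for shares of cells. Intervals for differences of shares combine the Clopper-Pearson limits by Newcombe's rule, in place of the Wilson limits of his method. For a count of 0, the upper limit of a share is given as 3 counts of the total. Shares of cells with a UMI were also computed after thinning each cell at random to 5000 UMIs, with shallower cells left out. Background shares came from neural tube-like and endothelial-like cells of the same library. With 1 library per stage and cells of pooled embryos, cells are not replicates, and neither tests nor counts of changed genes were made. Doublets were scored with Scrublet in scanpy 1.11.5 under Python 3.11.15, and its calls were removed only in an alternative.

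The calculation of the ratios was tested on simulated Poisson counts for 3755 genes of the myocyte-like clusters, with a median absolute error of 0.0953 on the log2 scale. Variation between cells or embryos was not simulated. Statistics used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots matplotlib 3.10.9. Gene positions are those of GENCODE M21 on GRCm38.

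Genes named in the text are the genes the paper names in its single-cell results, and the 5 highest and 5 lowest other genes between the myocyte-like clusters. These 5 and 5 were ranked among 3288 genes with at least 100 UMIs in the higher of the 2 clusters. Clustering features and genes of the marker lists were left out of this ranking. Genes of the tests were set with the tests. The other genes outside this rule are markers or leading genes quoted to describe a cluster, and were chosen after their values were seen. The alternatives, set before the data were examined, were all genes as clustering features, muscle clusters chosen by the paper's 6 genes, removal of Scrublet calls, at least 1000 genes per cell, thinned cells, resolution 0.8 and 20 dimensions for the muscle subset, regression of the cell cycle in the subset, the mean over cells as in Seurat's average log2 fold change, resolution 0.8 of the integrated data, clusters of each library alone, and detection from 2 UMIs. The low-UMI cluster counted as Mc2-like and the mean of the shares in the 2 myoblast-like integrated clusters at resolution 0.8 were added after seeing the data. Pseudotime, trajectory, gene ontology, CellChat, pySCENIC and CellRouter analyses of the paper were not repeated, and its imaging and culture experiments were not analysed here.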

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

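None of the tests in this part was chosen after its result was seen. Each pattern was found in 1 library and tested in the same library.

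A muscle cluster of 231 cells at E9.5, which the paper does not report, carried neural tube genes above their level in the other muscle cells. Sox2 had 128 UPM (95% interval 119 to 139) in this cluster, 2.48 in the other E9.5 muscle cells and 334 in neural tube-like cells. Sox2 was also among the leading genes by which the cluster was left unnamed, so this level describes the cluster and is not evidence apart from it. The somite gene Meox1 had 281 UPM in the cluster, 517 in the other muscle cells and 16.1 in neural tube-like cells. Scrublet called 64.9% of its cells doublets (95% interval 58.4% to 71.1%), where the highest share in another E9.5 muscle cluster was 3.56% (95% interval 1.96% to 5.90%). Its median of 20718 UMIs per cell lay above the 14547 of the other muscle cells. It lay below the 26308 of a median muscle cell and a median neural tube-like cell together. At resolution 0.8, 129 of its cells lay in a cluster led by Sox2 and Hes5, with a median of 24200.5 UMIs. Another 102 lay in a cluster led by Rpgrip1, Crabp1 and Sox9, with a median of 13349 UMIs, below the other muscle cells. The Scrublet calls and the depth of the first part go with doublets of a muscle cell and a neural tube cell. The depth of the second part does not, and the calls were not split by part. Whether the cells that were not called are also doublets stays open. Cells that express both programs stay open, and no biological explanation was tested, since the design gives none within a stage.

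The E11.5 muscle cluster with low UMI counts, which the paper sets aside as a technical artifact, differed from the Mc2-like cells in more than depth. Mitochondrial genes gave 1.08% of its UMIs (95% interval 1.02% to 1.15%), 4.25% in Mc2-like cells (95% interval 4.23% to 4.27%) and 4.05% in Mc1-like cells. Shallow sampling of Mc2-like cells leaves such a share unchanged, so this difference argues against it as the whole cause. The 4 nuclear RNAs Malat1, Neat1, Xist and Meg3 gave 0.0537% of the cluster's UMIs (95% interval 0.0404% to 0.0701%) and 1.14% in Mc2-like cells (95% interval 1.13% to 1.15%), which is consistent with pieces of myocytes without a nucleus. Acta1 stood at 7990.4 UPM (95% interval 7447 to 8563), against 7259.5 in Mc2-like and 229 in Mc1-like cells. Mymx stood at 448 UPM (327 to 599), between its levels in the Mc2-like and the Mc1-like cells. Whether the pieces formed in the embryo or during dissociation stays open, and no biological explanation was tested.

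In the E9.5 muscle precursor-like cluster, 5 genes of the presomitic mesoderm and of new somites that the paper does not discuss, and that were not used to name the cluster, were higher together than in the other E9.5 muscle cells. Their summed UMIs gave a log2 ratio of 0.93 (95% interval 0.68 to 1.17). The difference rested on Rspo3, with a log2 ratio of 2.12, and Tbx18, with 1.38. Uncx gave -0.20 (95% interval -0.72 to 0.27). Msgn1 had no UMI in either group, and Cyp26a1 had 0 UMIs in the muscle precursor-like cells and 38 in the others. The sum goes with presomitic or newly formed somite cells among the muscle precursor-like cells and does not tell these apart. Msgn1 without a UMI in either group, and Cyp26a1 near the floor at 0 and 1.51 UPM, cannot decide whether presomitic cells are present. The genes that named the cluster include somite segmentation genes such as Tbx6 and Mesp2, so the name and this pattern are not independent. The place of these cells along the embryo was not tested.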

How the results depend on the processing

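The 13 leading results and 12 alternatives to them were set before the data were examined, and 2 alternatives were chosen after seeing the data: the low-UMI cluster counted as Mc2-like, and the mean of the shares in the 2 myoblast-like clusters of the integrated data at resolution 0.8. No leading log2 ratio or change in a share changed its sign under an alternative set before, and the Myf5 change did under the second of those added. A value is called moved here when it left the counting interval of the reported value. No paired analysis was possible because each stage had 1 library of pooled embryos.

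With all genes allowed as clustering features, the Ifitm1 log2 ratio of muscle precursor-like over myoblast-like cells was 3.82 and the change in the share of myoblast-like cells with Pax3 was -38.9 percentage points; the cause was not tested. When the muscle clusters were chosen by the 6 genes of the paper, none of the leading results moved.

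With Scrublet calls removed, the Ifitm1 ratio was 4.42, the Mef2c log2 ratio of Mc2-like over Mc1-like cells 2.01 and the Mki67 ratio of the same clusters, 0.59 (95% interval 0.03 to 1.16) without this step and with an interval that nearly reaches 0, reversed to -1.82; the cause was not tested. The share of myocyte-like cells among muscle cells was 3.95% at E9.5 and 92.3% at E11.5, the rise in the share with Pax7 13.7 percentage points and that with Myf5 0.0950. These follow from the naming, because the mostly E11.5 part of the split myoblast-like cluster also took the myocyte-like name. No E11.5 cluster was myoblast 2-like in this setting, so it gave no value for that cluster.

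With cells of at least 1000 genes, the E11.5 share of myocyte-like cells was 23.8% and the Pax7 change 39.2 points; the cause was not tested.

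With each cell thinned to 5000 UMIs, the Mymx ratio was -1.97, the Mymk ratio 0.95 and the Mef2c ratio 1.98. Cells with both Ripply2 and Cer1 came to 0.562 times the number expected if independent, below 1 where the reported value lay above it, and both intervals include 1. The Pax3 change was -28.5 points and the Pax7 change 18.0 points. Fewer UMIs per cell lower any share of cells by construction; for the ratios the cause was not tested. No Myf5 or Wnt6 UMI was left in the muscle precursor-like cells and no Trdn UMI in the Mc1-like cells, so their ratios had no value.

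At resolution 0.8 of the muscle subset, the Mymx ratio was -1.96, the Mymk ratio 0.97 and the Mef2c ratio 2.17. The Mki67 ratio reversed to -1.997. The Mc2-like cells were the same 132, and a cluster with cell cycle genes joined the Mc1-like cells. Without it, in a check made after seeing the data, the ratios were -2.15 for Mymx, 0.77 for Mymk, 1.91 for Mef2c and 0.54 for Mki67, so these moves come from that cluster. The Foxp1 ratio of myoblast 2-like over myoblast 1-like cells reversed to -1.01. Over the myoblast 1-like cells of resolution 0.4 it was 0.23, so the reversal comes from the fall of that class from 343 to 62 cells.

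With 20 dimensions, the Ifitm1 ratio was 3.73 and the Mki67 ratio reversed to -0.010; the cause was not tested. No E9.5 cluster was cycling myoblast 2-like with 20 dimensions. With cell cycle scores regressed out, the Ifitm1 ratio was 3.84 and the Mymk ratio 0.57; the cause was not tested. The cycling clusters could not be compared in that setting.

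The mean over cells of each cell's UMIs per 10000 plus 1 shrinks ratios of genes with few UMIs by construction. It gave 2.82 for Ifitm1, -1.18 for Myf5 in muscle precursor-like over myoblast-like cells, -1.71 for Mymx, 0.60 for Mymk, 1.64 for Rxrg, -1.02 for Mef2a and 1.77 for Mef2c.

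With integrated clusters at resolution 0.8, the E11.5 share of myocyte-like cells was 25.7% and the Pax3 change -29.9 points. With clusters from each library's own clustering, the shares of myocyte-like cells were 0% at E9.5, where no cluster took that name, and 30.9% at E11.5. The changes in the share of cells with a UMI were then -24.1 points for Pax3, 50.0 for Pax7 and 35.6 for Myf5; the cause was not tested in either setting. When a gene counted as detected from 2 UMIs, which lowers every share by construction, the changes were 21.0 points for Pax7 and 22.7 for Myf5.

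The mean of the shares in the 2 myoblast-like clusters at resolution 0.8, chosen after seeing the data, gave changes of -45.6 points for Pax3 and 18.9 for Pax7, and reversed that of Myf5 to -4.62 (95% interval -11.3 to 2.13). By construction it gives the 71 E9.5 cells of the smaller cluster the weight of the 1436 of the larger; over the same cells together the Myf5 change was 17.3 points.

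Over all other results and alternatives, 442 values stayed in the counting interval of the reported value, 182 moved and 4 reversed, all of them of Mki67 and Foxp1 above. Counting the low-UMI cluster as Mc2-like moved none of the 5 leading ratios between Mc2-like and Mc1-like cells and 5 other values.

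Depth limits the genes with few UMIs most. The Myf5 ratio rests on 3 UMIs in the muscle precursor-like cells, the Trdn ratio on 1 UMI in the Mc1-like cells, and the count of cells with both Ripply2 and Cer1 on 16 cells. Single embryos were not told apart for any result.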

Differences from the paper's values

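No test in this part was chosen after its result was seen, but 1 alternative, the mean over 2 clusters, was chosen after seeing the values. The paper's Table S1 reports 58.6% of myoblasts with Myf5 at E9.5, and 29.3% of the integrated myoblast-like cells had a Myf5 UMI here. None of the alternatives set before the data were examined closed the gap: they gave between 11.9% and 31.9%, and 29.9% with all genes as clustering features, 31.9% without Scrublet calls and 27.9% in the library's own clusters. The paper's value is a mean over 2 myoblast populations, and all of these are shares over the myoblast-like cells together. The mean over the 2 myoblast-like clusters at resolution 0.8, chosen after seeing the values, was 36.1% (95% interval 30.0% to 42.3%), which did not close the gap either.

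The paper's Table S2 reports an average log2 fold change of 2.75 for Myog in Mc1 against all other E11.5 muscle cells, and the value here was 2.68. It was 2.70 with all genes as clustering features, 2.76 at resolution 0.8, 2.72 with 20 dimensions and 2.76 with cell cycle scores regressed out. With muscle clusters chosen by the paper's 6 genes it was 2.68, and without Scrublet calls 2.93. With at least 1000 genes per cell it was 2.84, and with cells thinned to 5000 UMIs 2.86. No error of the paper's value is at hand, so how many of these match it cannot be said.

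Some statements of the paper differ from the values obtained here. The paper describes the share of myoblasts with Myf5 as relatively stable between the stages, and its Table S1 shows a fall. Over the myoblast-like cells together this share rose by 16.2 percentage points, and by 35.6 points in each library's own clusters. Without Scrublet calls, where 92.3% of the E11.5 muscle cells took the myocyte-like name, the change was 0.0950 points. As a mean over 2 clusters, chosen after seeing the values, it was -4.62 points (95% interval -11.3 to 2.13), in which the share did not change beyond counting error. The paper also describes myoblasts with Pax3 as relatively stable. Over the myoblast-like cells together, the share with Pax3 changed by -34.7 points (95% interval -38.0 to -31.4), a larger fall than in Table S1. The paper restricts Mymx to Mc1, and a Mymx UMI was found in 62.9% of the Mc2-like cells, where the paper's own Table S2 lists 63.6%. The paper gives Rxrg as exclusive to Mc2, and 24.2% of Mc1-like, 18.1% of cycling myoblast 2-like and 15.5% of myoblast 1-like cells had an Rxrg UMI, against 0.870% of neural tube-like cells.

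The paper describes Ripply2 and Cer1 as mutually exclusive in the muscle precursors, and 16 of the 133 muscle precursor-like cells held both, 1.05 times the number expected if independent (95% interval 0.601 to 1.71), and 0.562 times with cells thinned to 5000 UMIs. The paper places Notch1, Notch2 and Notch3 almost exclusively in the muscle precursors. Among the muscle clusters Notch1 came nearest to this, with 306 UPM in muscle precursor-like and 36.9 in myoblast-like cells, a log2 ratio of 3.05. Outside muscle, in the integrated E9.5 data, a Notch1 UMI was found in 60.0% of endothelial-like and 46.9% of neural tube-like cells. A Notch2 UMI was found in 47.7% of the myoblast-like cells, against 66.2% of the muscle precursor-like cells. In the integrated E9.5 data it was found in 14.6% of endothelial-like and 31.1% of neural tube-like cells. For Notch3 the muscle precursor-like cells stood at 23.2 UPM and the cycling myoblast 2-like cells at 14.7.

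The paper gives Foxp1 as a gene of Myoblast 1 at E11.5, and its log2 ratio of myoblast 2-like over myoblast 1-like cells was 0.23; at resolution 0.8 it was -1.01, in the paper's direction. At that resolution 139 and 136 of the 343 myoblast 1-like cells took the cycling myoblast 1-like name in 2 clusters, with 0 and 1 genes of that list among the 10 leading genes of each, and 62 cells, 59 of them from this class, were named myoblast 1-like. The paper finds more subclusters at E11.5 and fewer at E9.5 than the 6 and 5 found here. No cluster took the name of the paper's E11.5 Cycling myoblast 1 at resolution 0.4, and clusters took that name at resolution 0.8 and with cells of at least 1000 genes. At resolution 0.8, only the one of 221 cells was led by genes of S phase such as Rrm2 and Tk1. It too had 0 genes of the naming list among its 10 leading genes. At resolution 0.4 the cycling myoblast 1 list ranked second in the myoblast 1-like cluster, with a mean standardized level of 1.04 against 1.19. That cluster may therefore hold many cells of the paper's Cycling myoblast 1. The Foxp1 ratio of 0.23 may then not compare the paper's Myoblast 1 and Myoblast 2, and the difference from the paper may come from the naming.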

Other observations

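Of the tests in this part, the one on Myf5 in Mc2-like cells and the comparison of cells with Xist and cells with a Y-linked UMI within a stage were chosen only after their results were seen.

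The E11.5 myoblast 2-like cells, which carried mesenchymal genes such as Prrx1 and Twist1, had the highest share of Scrublet calls of the E11.5 muscle clusters, 69.4% (95% interval 59.8% to 77.9%). Their median of 26142.5 UMIs was close to the 25327 of a median myoblast 1-like cell (13539 UMIs) and a median mesenchymal cell (11788 UMIs) together. Both values are consistent with doublets of a myoblast and a mesenchymal cell. Muscle cells with a mesenchymal program among the cells that were not called stay open, and no biological explanation was tested.

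Mymx UMIs in Mc2-like cells were more frequent than free RNA gives. Thinned to 5000 UMIs, 46.2% of the Mc2-like cells had a Mymx UMI (95% interval 37.4% to 55.1%), against 0 of 172 neural tube-like cells, 0 of 135 endothelial-like cells, 1.83% of the myoblast 1-like cells and 11.0% of the cycling myoblast 2-like cells. Free RNA reaches all cell types alike, so these shares argue against it. Doublets of Mc1-like and Mc2-like cells stay open in part. Without Scrublet calls the Mymx log2 ratio of Mc2-like over Mc1-like cells was -2.08, within the counting interval of the reported value. Transcripts kept by cells that passed from Mc1 to Mc2 were not tested.

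The pools differed in their mix of female and male cells. At 5000 UMIs per cell, an Xist UMI was found in 69.4% of the E9.5 cells and 34.0% of the E11.5 cells, a change of -35.3 percentage points. A UMI of a Y-linked gene was found in 13.3% and 34.8%. These shares are consistent with more female embryos in the E9.5 pool. A difference between the stages in any gene that depends on sex is therefore confounded.

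For Pax3, Pax7 and Myf5 in the integrated myoblast-like cells, the stages were also compared within cells of one kind. Among cells with Xist and no Y-linked UMI, the share with a UMI changed by -33.6 percentage points for Pax3, 32.3 for Pax7 and 16.8 for Myf5 (95% interval 10.9 to 22.7), the smallest of the changes. Among cells with a Y-linked UMI and no Xist, the changes were -36.6, 40.6 and 19.7 points. These values argue against the mix of sexes as the cause of the changes. The Myf5 change also depends on how the clusters are weighted, since it was -4.62 points as a mean over 2 clusters at resolution 0.8, an alternative chosen after seeing the data. A difference between the stages stays open as the design's own explanation, as do differences between the pools in collection or dissociation, and neither was tested with more than 1 library per stage.

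Cells with Xist and no Y-linked UMI and cells with a Y-linked UMI and no Xist come from different embryos of a pool. Of the E9.5 myoblast-like cells, 10.2% of 786 cells of the first kind and 3.34% of 359 of the second had a Pax7 UMI, a difference of 6.84 percentage points (95% interval 3.68 to 9.66). Their median depths were 14733 and 14719 UMIs, and thinned to 5000 UMIs the difference was 2.87 points (95% interval 0.861 to 4.59). For Myf5 at E9.5 it was 6.91 points (95% interval 1.13 to 12.4), and within counting error of 0 after thinning. Pax3 at E9.5 and all 3 genes at E11.5 did not differ beyond counting error. Sex and other differences between the embryos of the E9.5 pool, such as their age, cannot be told apart in 1 pool and stay open.

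Mki67 UMIs were found in 23 Mc1-like cells. Scrublet called 4.35% of them (95% interval 0.110% to 21.9%) and 2.11% of those without Mki67 (95% interval 0.438% to 6.05%), and the median depths were 14465 and 14266.5 UMIs. With so few cells, doublets with a cycling cell and Mc1-like cells that still cycle cannot be told apart.

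At resolution 0.8, a smaller Mc1-like cluster of 43 cells, with a median of 23022 UMIs, carried cell cycle genes beside myocyte genes. Doublets of an Mc1-like cell and a cycling myoblast would carry the mean of both, weighted by their UMIs, which for Myog is 2004 UPM. The cluster stood at 2893 UPM (95% interval 2789 to 3001). Mki67 stood at 325 UPM (291 to 362), above the 284 of the cycling myoblast 2-like cells of that clustering and the 17.9 of the larger Mc1-like cluster, and Scrublet called 0 of its cells. These values argue against doublets of these parts. As a hypothesis, myocyte genes may rise in some cells before they leave the cell cycle, which was not tested further.

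Myf5 was higher in Mc2-like than in Mc1-like cells, at 62.1 and 32.3 UPM, a log2 ratio of 0.94 (95% interval 0.56 to 1.34). Thinned to 5000 UMIs, 26.9% of the Mc2-like and 6.88% of the Mc1-like cells kept a Myf5 UMI. Doublets of an Mc2-like cell and a myoblast would also bring Pax7, whose ratio was -1.89 (95% interval -3.02 to -0.89). The Pax3 ratio was 0.07 (-0.66 to 0.81), and without Scrublet calls the Myf5 ratio was 1.07 (0.66 to 1.50). The values argue against such doublets. A second phase of Myf5 expression stays open, and no biological explanation was tested.

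Ranked were 3288 genes with at least 100 UMIs in the higher of the Mc1-like and Mc2-like clusters. Clustering features, genes of the marker lists and the 50 gene symbols taken from the paper were left out. The 5 with the highest log2 ratio of Mc2-like over Mc1-like cells were Uaca (2.98), Fut8 (2.80), Creb3l2 (2.58), Atp9a (2.42) and Erbb2 (2.21). The 5 with the lowest were Hbb-bs (-5.69), Grasp (-3.35), Xrcc5 (-2.10), Dpysl4 (-2.04) and Lmnb2 (-1.86). Hbb-bs encodes a globin of red blood cells, and the source of its 136 UMIs in Mc1-like cells was not tested.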
